# Nucleosome wrapping states encode principles of 3D genome organization

**DOI:** 10.1038/s41467-024-54735-8

**Published:** 2025-01-03

**Authors:** Zengqi Wen, Ruixin Fang, Ruxin Zhang, Xinqian Yu, Fanli Zhou, Haizhen Long

**Keywords:** Nucleosomes, Chromatin analysis

## Abstract

Nucleosome is the basic structural unit of the genome. During processes like DNA replication and gene transcription, the conformation of nucleosomes undergoes dynamic changes, including DNA unwrapping and rewrapping, as well as histone disassembly and assembly. However, the wrapping characteristics of nucleosomes across the entire genome, including region-specificity and their correlation with higher-order chromatin organization, remains to be studied. In this study, we investigate the wrapping length of DNA on nucleosomes across the whole genome using wrapping-seq. We discover that the chromatin of mouse ES cells forms Nucleosome Wrapping Domains (NRDs), which can also be observed in yeast and fly genomes. We find that the degree of nucleosome wrapping decreases after DNA replication and is promoted by transcription. Furthermore, we observe that nucleosome wrapping domains delineate Hi-C compartments and replication timing domains. In conclusion, we have unveiled a previously unrecognized domainization principle of the chromatin, encoded by nucleosome wrapping states.

## Abstract (web summary)

Nucleosome is the basic structural unit of the genome. Here, the authors find that the genome is segregated into domains with distinct nucleosome wrapping features, which coincident with Hi-C compartments and replication timing domains.

## Introduction

In eukaryotic organisms, genomic DNA wraps with histones to form chromatin. The nucleosome is the fundamental structural unit of chromatin. The first high-resolution (2.8 Å) crystal structure of the nucleosome was determined by Luger et al.^1^. The structure revealed that a nucleosome core particle contains 147 base pairs of DNA wrapping about 1.65 turns around the surface of histone octamer. Multiple interactions are formed within the histone octamer and between the histone octamer and DNA, thus forming a stable complex. Nucleosome is assembled in a stepwise fashion^2^. An H3-H4 tetramer initially associates with DNA to form a tetrasome, which can then be followed by the addition of one copy of H2A-H2B to form a hexasome. Alternatively, two copies of H2A-H2B can be consecutively added to create a complete nucleosome. Thus, intermediate states, including DNA unwrapping and octamer dissociation, among others may exist during DNA replication when nucleosomes are disassembled ahead of replication fork and re-assembled behind the replication fork.

As a large complex, nucleosome is dynamic in nature. For instance, DNA located on nucleosomes can rapidly transit between “unwrapping” and “rewrapping” states, a phenomenon referred to as “DNA breathing”. Utilizing fluorescence resonance energy transfer (FRET), it was demonstrated that DNA on nucleosomes spends approximately 2–10% of its time in the unwrapped state^3,4^. Significantly, this characteristic is also observed in nucleosomes within nucleosome arrays^5^. Moreover, the dynamics of nucleosomes within the cell are regulated during various biological processes. Chromatin remodeling complexes are able to regulate the structure of nucleosomes using the energy generated by ATP hydrolysis^6^. For instance, the nucleosome remodeling complex INO80, can disrupt interactions between H2A and DNA, leading to the opening of approximately 15 base pairs of DNA on the nucleosome^7,8^. Histone chaperone complexes can bind to histones and regulate the assembly or disassembly of nucleosomes. For instance, the SPT16 subunit of the FACT complex can displace H2A-H2B dimers^9,10^, thus facilitating the formation of an open nucleosome structure. In the context of gene transcription, RNA polymerase can induce the opening of DNA on the nucleosome, leading to the formation of unwrapped nucleosomes. This process produces intermediate states such as unwrapping DNA of 20 base pairs, 50 base pairs, 60 base pairs, and so forth^10,11^.

While various nucleosome wrapping states have been observed under in vitro conditions, the genuine nucleosome wrapping states within cells remain significantly less characterized. By employing ChIP-exo, Rhee et al. found that histones are asymmetrically depleted on +1 nucleosomes in yeast, leading to the formation of subnucleosomes^12^. Another widely used approach for mapping nucleosome states is MNase-seq, which directly measures the length of DNA fragments protected by nucleosomes. A recent study from Henikoff’s lab suggested that the protected short DNA fragments associated with nucleosomes can be indicative of subnucleosomal states^13^. In our previous study, we employed MNase-X-ChIP-seq to map the nucleosome wrapping states in mouse ES cells^14^. We found that H2A.Z nucleosomes are more unwrapped than canonical nucleosomes, and the wrapping states of H2A.Z nucleosomes is correlated with gene transcription activity^14^.

As those studies of mapping nucleosome states within cells have primarily focused on analyzing the wrapping states of the +1 nucleosomes, we aim to address the characteristics of nucleosome wrapping states across the entire genome in this study. To this end, we have adapted from our previous MNase-X-ChIP-seq protocol^14^ and utilized the lengths of DNA fragments generated by MNase enzyme cleavage to calculate quantitative metrics of nucleosome wrapping, namely Nucleosome Wrapping Score (NRS) and Nucleosome Wrapping Index (NRI), which is the z-score transformation of NRS. These two metrics were used to characterize the average wrapping states of nucleosomes within a certain genomic interval. To distinguish this experimental and analytical workflow from classic MNase-seq and emphasize the analysis of nucleosome wrapping states, we propose referring to the pipeline as “wrapping-seq”. Accordingly, H3-wrapping-seq and xMNase-wrapping-seq refer to nucleosome wrapping analysis using H3 MNase-X-ChIP-seq data and crosslinked MNase-seq data, respectively.

In summary, we revealed that the genomic chromatin of mouse ES cells forms Nucleosome Wrapping Domains (NRDs), including tightly wrapped NRDs (TiNRDs) and loosely wrapped NRDs (LoNRDs). Formation of NRDs is conserved in yeast and fly genomes. TiNRDs and LoNRDs precisely coincide with Hi-C A compartment domains and B compartment domains, respectively. Interestingly, our data suggests that nucleosomes in euchromatin chromatin (e.g. A compartments) exhibit tighter wrapping compared to nucleosomes in heterochromatin (e.g. B compartments). Furthermore, we showed that transcription enhances nucleosome wrapping in genic regions.

## Results

### Nucleosome wrapping index is robust for nucleosome wrapping state characterization

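H3-wrapping-seq was performed in R1 cells, a line of mouse embryonic stem (ES) cells. Chromatin of formaldehyde-crosslinked cells was digested with MNase, a nuclease that cuts the DNA between nucleosomes and trims the ends that a nucleosome does not protect, the chromatin was sonicated, and the particles were immunoprecipitated with an antibody against histone H3. The recovered DNA was sequenced from both ends, so that each fragment gave the length of DNA on a nucleosome. There were 2 independent experiments with 2 libraries each. The paper's read numbers are 29882953 and 117962128 for the libraries of the first experiment, and 25507064 and 101818518 for those of the second, 275170663 reads in all. The authors aligned the reads to mm10, removed duplicates and reads of low mapping quality, and compared the numbers of longer and shorter fragments in each 100 kb bin. The z-score of this comparison over all bins is the wrapping index, which has no unit. From the smoothed index the authors called domains with homer2, and deposited the position of each domain with a score, positive for tight domains and negative for loose domains. The list names no replicate and holds no value per replicate or fragment number. The depth behind each domain is therefore unknown, and no spread between the replicates was computed from it. Numbers and lengths of domains were taken from this list as deposited. Confidence intervals of 95% were computed by drawing the chromosomes with replacement (10000 draws), and describe the variation between chromosomes.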

To study the wrapping states of nucleosomes across genome-wide, we performed H3-wrapping-seq and sequenced the library deeply. In total, 210 M high quality paired-end reads were generated after filtering. Then we use fragments within 50–250 bp to analyze genome-wide nucleosome wrapping states (Supplementary Fig. S1a). As shown in Fig. 1a, to calculate the NRS (nucleosome wrapping score) for a genomic interval (e.g., a 10 Kb bin), we first counted the length of all the DNA fragments mapped within that 10 Kb interval. Then we separated the DNA fragments into two groups by a fragment length “break point (bkp)” *X* bp. NRS is computed as the relative deviation between the number of fragments within *X*−250 bp (represented by variable “a”) and the number of fragments within 50-*X* bp (represented by variable “b”), expressed as NRS(*X*) = (a − b)/(a + b). For example, if the “break point” is 140 bp, then NRS(140) is computed as the relative deviation between the number of DNA fragments within 140–250 bp (longer ones) and the number of DNA fragments within 50–140 bp (shorter ones). Thus, larger NRS value means the nucleosomes provided more protection for the nucleosomal DNA during MNase digestion, indicating DNA may wrap tighter on nucleosomes; vice versa, smaller NRS value indicates DNA may wrap looser on nucleosomes. It’s reasonable that when the break point increased from 80 bp to 160 bp with 10 bp step, the genome-wide NRS generally shifted from 1 to −1 (Fig. 1b, Supplementary Fig. S1b). However, when the raw NRS of each break point was transformed as z-score to derive NRI (nucleosome wrapping index), the genome-wide NRIs of different break points show highly similar pattern (Fig. 1c, Supplementary Fig. S1c) and high correlation (Supplementary Fig. S1d). Thus, z-score transformation eliminates the bias of nucleosome wrapping degree introduced by selecting the break point arbitrarily. Similarly, larger NRI value indicates DNA may wrap tighter on nucleosomes; smaller NRI value indicates DNA may wrap looser on nucleosomes. While NRS is an absolute metric of wrapping degree, NRI is a relative metric of wrapping degree, representing the ordering of nucleosome wrapping degree of all the genomic intervals. We will use break point of 140 bp to calculate NRS and NRI in the following text unless indicated.

**Fig. 1:**
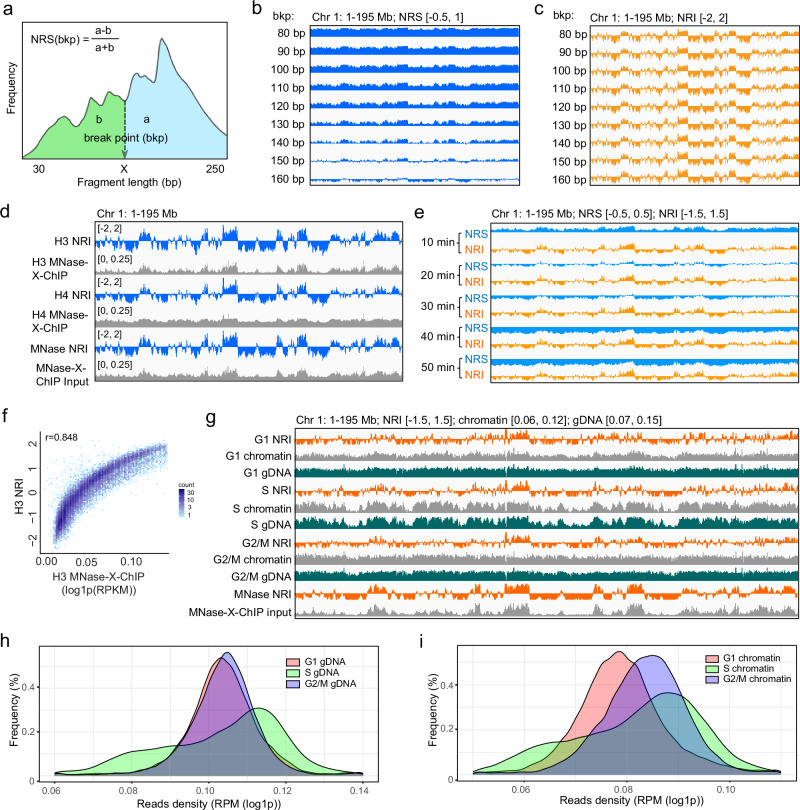
Nucleosome wrapping index is robust for nucleosome wrapping state characterization. **a** Diagram shows the calculation of NRS, “a” is the number of fragments within *X*−250 bp and “b” is the number of fragments within 50-*X* bp. b-c, IGV tracks show NRS (**b**) or NRI (**c**) of chromosome 1 when different break point is chosen, including 80 bp, 90 bp, 100 bp, 110 bp, 120 bp, 130 bp, 140 bp, 150 bp, 160 bp. **d** IGV tracks show the similarity between NRIs of H3 ChIP, H4 ChIP or MNase-X-ChIP input on Chromosome 1. **e** IGV tracks show the dynamic changes of NRSs and NRIs under time-course MNase digestion on Chromosome 1. **f** Dot plot shows the positive correlation between H3 NRI and H3 genome coverage counted with 100 Kb bins (*n* = 27,268). “r” indicates the Pearson correlation coefficient. **g** IGV tracks show NRIs of xMNase-seq, MNase digested chromatin signals and genomic DNA signals of G1, S and G2/M cells on Chromosome 1. Histograms show the reads density of genomic DNA (**h**) or MNase digested chromatin (**i**) of G1, S and G2/M cells. The signal ranges are indicated at the top of figures for panels **b**, **c**, **e**, **g**. Source data are provided as a Source Data file.

Next, we computed NRS and NRI of H3 with bin size of 1 Kb, 5 Kb, 10 Kb, 50 Kb and 100 Kb (genomic intervals of 1 Kb, 5 Kb, 10 Kb, 50 Kb and 100 Kb). While NRSs show variation with different bin sizes (Supplementary Fig. S1e), the patterns of NRIs are rather constant, and highly correlated at genome-wide (Supplementary Fig. S1e, f). The bin size of 100 kb will be used for most downstream analysis unless noted. When NRI(140) was calculated for histone H4 wrapping-seq data and the input data of MNase-X-ChIP, they both show high correlation with H3 NRI(140) (Fig. 1d, Supplementary Fig. S1g), suggesting that MNase-seq data can be used to analyze nucleosome wrapping states.

To further test whether MNase NRI is sensitive to variation of MNase digestion, we prepared xMNase-wrapping-seq libraries within the digestion time of 10 ~ 50 min, when mono-nucleosomal DNA was more than other single DNA bands, such as di- or tri- nucleosomal DNA (Supplementary Fig. S1h). We found that the genome-wide MNase NRS(140) generally shift from positive value to negative value (Fig. 1e, Supplementary Fig. S1i), as a result of decreased proportion of longer DNA fragments and increased proportion of shorter DNA fragments when the digestion time increases. However, the NRI(140) patterns from different digestion time points are highly similar (Fig. 1e, Supplementary Fig. S1j), and highly correlated (Supplementary Fig. S1k), suggesting that MNase NRI is not sensitive to MNase digestion variation, as long as mono-nucleosome is the dominant over other single DNA band.

We observed that the nucleosome density represented by H3 or H4 MNase-X-ChIP signals or MNase-X-ChIP input signal show obvious variation across the genome (Fig. 1d). Surprisingly, we observed that NRI is highly positively correlated with nucleosome density (Fig. 1d–f). As higher nucleosome density might provide more protection of MNase digestion, resulting in higher NRI value, we intended to test whether the NRI pattern still persist when there should be no variation of nucleosome density across the genome. However, before that, we also need to figure out whether the variation of nucleosome density is due to potential extraction bias of chromatin or DNA during wrapping-seq or due to genome copy number variation as a result of DNA replication in S-phase cells. To this end, we sorted cells by G1, S and G2/M phases, and then performed xMNase-wrapping-seq using crosslinked chromatin, and genome sequencing using genomic DNA (“gDNA”) in parallel. We found that in all three cell cycle phases, the signals of genomic DNA and MNase digested chromatin are highly similar viewed from IGV (Fig. 1g) and highly correlated at genome-wide (Supplementary Fig. S1l). As the genomic DNA libraries represent genuine genome coverage, these results suggested that the wrapping-seq procedure did not introduce bias of nucleosome coverage of the genome. Moreover, we found that both chromatin and genomic DNA signals show more variation along the genome of S-phase cells than that of G1 or G2/M phase cells (Fig. 1g). To quantify the variation, we counted the genomic DNA and chromatin signals in 100 Kb genomic intervals, and showed the distribution of signal as histograms. As shown in Fig. 1h, i, S phase cells show a bimodal distribution of both genomic DNA and chromatin signals, whereas G1 and G2/M cells show a unimodal distribution of those signals. Moreover, the peak width of S phase cell signals is wider than that of G1 and G2/M cells. These results supported that the genomic DNA and chromatin signals show more variation in S phase cells than in G1 and G2/M cells. However, when we calculated the NRI pattern using the chromatin signal, we found that the NRI patterns of G1, S and G2/M phase cells are highly similar (Fig. 1g), and are equally well correlated with the MNase NRI of unsynchronized cells (Supplementary Fig. S1m). Thus, these results argue that the NRI pattern is not an artificial consequence of nucleosome density variation along the genome.

Taken together, these results demonstrate that quantification of nucleosome wrapping states by nucleosome wrapping index is highly robust against histone types, genomic resolution and variation of MNase digestion. Notably, this method is also very straightforward when taking advantage of MNase-seq data.

### Nucleosome wrapping domain is detected in yeast, fly and mouse genome

Interestingly, we observed from the genome-wide NRI pattern that there are large genome domains continuous with characteristic nucleosome wrapping states (Fig. 1c, d, e, g). To qualify the nucleosome wrapping states along the genome, we segmented the genome based on NRI(140) of histone H3 (Fig. 2a). In total, the genome is resolved into 1448 Nucleosome Wrapping Domains (NRDs) (Fig. 2b). 

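The deposited list held 1243 NRDs on 21 chromosomes. They covered 2630 Mb, while the chromosomes up to the end of the last domain in the NRD list or the RT domain list measured 2726 Mb. Chromosome 6 had the fewest NRDs for its length, with 3.54 per 10 Mb, and chromosome 18 had the most of the autosomes, with 5.51 per 10 Mb. Chromosome Y had 7.08 per 10 Mb. The alternative that moved the number most left out NRDs shorter than 500 kb, after which 984 remained. With chromosomes X and Y left out there were 1086 NRDs.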

NRDs enriched with positive NRI were termed as tight NRDs (TiNRDs, *n* = 723); NRDs enriched with negative NRI were termed as loose NRDs (LoNRDs, *n* = 725) (Fig. 2a, b). Both TiNRDs and LoNRDs in mouse ES cells have a median length of 800 Kb, and cover 49.2% and 50.8% of mouse genome, respectively (Fig. 2b). These NRDs maintain characteristic nucleosome wrapping features across multiple NRI groups (Supplementary Fig. S2a), bin resolution (Supplementary Fig. S2b) and histone types (Supplementary Fig. S2c), suggesting that the qualification of nucleosome wrapping states by NRDs (refers to NRDs of H3 NRI(140) unless stated) is robust.

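Of the NRDs in the list, 632 had a positive wrapping index and were counted as TiNRDs, and 611 had a negative wrapping index and were counted as LoNRDs. The wrapping index that the authors deposited for each domain ranged from −3.25 to 2.47. On the autosomes there were 561 TiNRDs and 525 LoNRDs. Among NRDs of at least 500 kb there were 510 TiNRDs and 474 LoNRDs. The balance between the kinds differed between chromosomes. TiNRDs made up 69.6% of the NRD length on chromosome 11, the highest share, and 19.8% on chromosome X, the lowest.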

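TiNRDs had a median length of 1050 kb (95% confidence interval 900 to 1300 kb, n = 632), with quartiles of 500 and 2500 kb. LoNRDs had a median length of 1100 kb (95% confidence interval 900 to 1300 kb, n = 611), with quartiles of 500 and 2400 kb. No difference between the medians was detected (difference −50 kb, p = 0.864, two-sided permutation test of the kind over domains, 100000 resamples). The shortest domain of either kind measured 300 kb. TiNRDs covered 1337 Mb, which was 50.8% of the NRD length (95% confidence interval 45.5 to 55.8%), and LoNRDs covered 1293 Mb, which was 49.2% (95% confidence interval 44.1 to 54.6%). The intervals of the coverage overlapped. On the autosomes alone, TiNRDs made up 52.9% of the NRD length. With only domains of at least 500 kb, which moved the medians most, the median length was 1500 kb for both kinds.

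**Figure D1:**
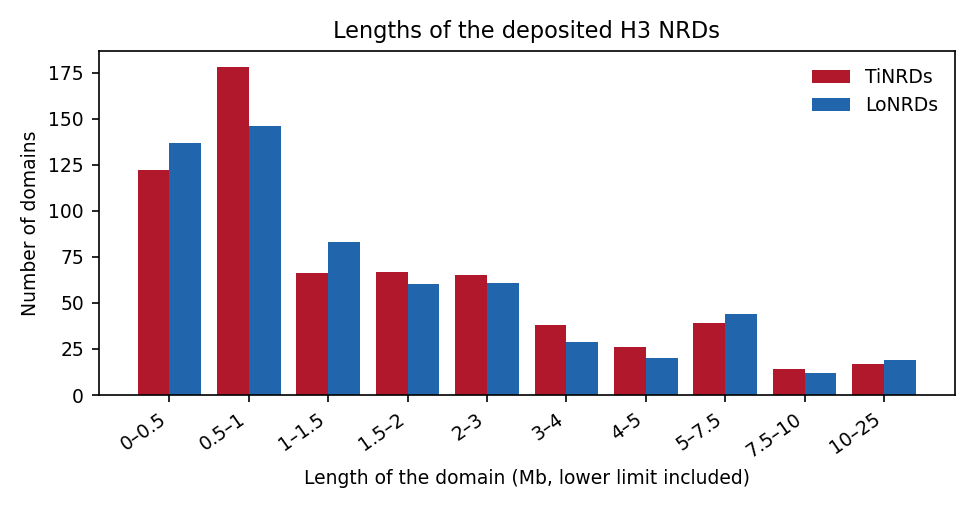
Numbers of TiNRDs (red) and LoNRDs (blue) in the deposited list by the length of the domain in Mb. The most frequent class of both kinds was 500 to 1000 kb, with 178 TiNRDs and 146 LoNRDs, and 17 TiNRDs and 19 LoNRDs measured 10000 kb or more.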

**Fig. 2:**
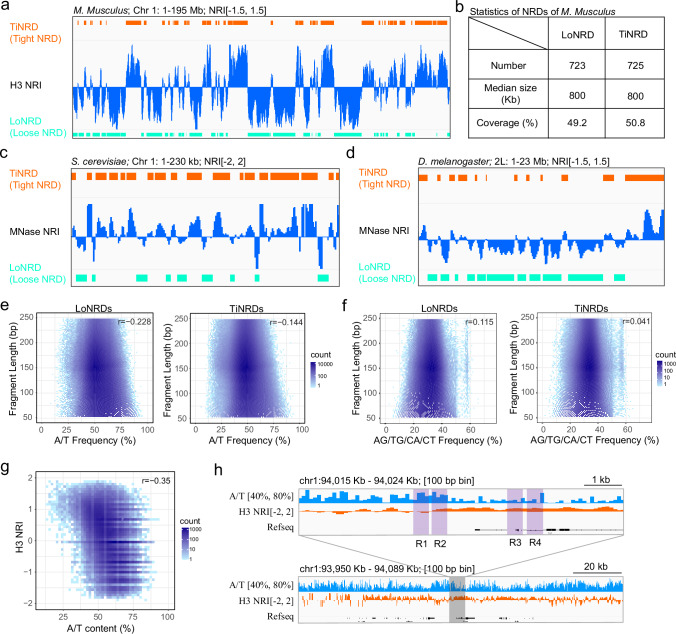
Nucleosome wrapping domain is detected in yeast, fly and mouse genome. **a** IGV tracks show the distribution of TiNRDs (tight nucleosome wrapping domains) and LoNRDs (loose nucleosome wrapping domains) on Chromosome 1. **b** Table shows the number, median length and genome coverage of TiNRDs and LoNRDs of mouse genome. IGV tracks show the distribution of TiNRDs and LoNRDs on Chromosome 1 of *S. cerevisiae* genome (**c**) or chromosome 2 L of *D. melanogaster* genome (**d**). Dot plots show the correlation between A/T content of a DNA fragment and its’ length (**e**), or between AG/TG/CA/CT dinucleotide frequency of a DNA fragment and its’ length (**f**) within LoNRDs (*n* = 723) and TiNRDs (*n* = 725). **g** Dot plot shows the correlation between genome A/T content and H3 NRI counted with sampled 100 bp bins (*n* = 200000). “r” indicates the Pearson correlation coefficient. **h** IGV tracks genome-wide distribution of A/T content and H3 NRI counted with 100 bp bin size. Regions “R1” and “R2” have comparable A/T content, but H3 NRI varies greatly; Regions “R3” and “R4” have apparently different A/T content, but the H3 NRI values are similar. The signal ranges are indicated at the top of figures for panels **a**, **c**, **d**. Source data are provided as a Source Data file.

To explore whether the domainization of nucleosome wrapping is conserved in species other than *M. musculus*, we calculated NRI using MNase-seq data of *S. cerevisiae*^15^ and *D. melanogaster* S2 cells^16^, respectively. As in mouse ES cells, we observed stereotypical nucleosome wrapping domains in both *S. cerevisiae* (Fig. 2c, Supplementary Fig. S2d) and *D. melanogaster* (Fig. 2d, Supplementary Fig. S2e). Thus, these results suggest that the domainization of nucleosome wrapping is conserved during evolution.

It’s reported that MNase has a sequence bias towards A/T^17,18^. Consistently, when analyzing the DNA fragments of H3 wrapping-seq, we observed high A/T frequency at both upstream and downstream of the cutting sites of DNA fragments, mapped within either TiNRDs or LoNRDs (Supplementary Fig. S2f). We also observed high G frequency downstream of A/T or high C frequency upstream of A/T, at the direction of top strand (Supplementary Fig. S2f). Although the DNA fragments from TiNRDs have lower average A/T content than those from LoNRDs, they show no substantial difference in MNase cutting bias, suggesting that the sequence bias of MNase is not systematically biased towards TiNRDs or LoNRDs. As each DNA fragments from H3 wrapping-seq represents a single nucleosome cut out from the chromatin, we analyzed the correlation between fragment length and the A/T content or dinucleotide frequency of A/TG and CA/T for each DNA fragment. We found that the correlations are weak for DNA fragments from either TiNRDs or LoNRDs (Fig. 2e, f), suggesting that the A/T content or dinucleotide frequency per se do not determine the DNA length protected by a nucleosome. To analyze the genome-wide correlation between the A/T content and H3 NRI at single nucleosome-level, we used 100 bp bin size to calculate and count the signals of A/T content and H3 NRI. We found that the Pearson correlation coefficient between A/T content and H3 NRI is −0.354 (Fig. 2g), indicating that the genome-wide A/T content may contribute, but mildly to the regulation of nucleosome wrapping states. As shown by IGV tracks, for example, regions “R1” and “R2” have comparable A/T content, but H3 NRI varies greatly; regions “R3” and “R4” have apparently different A/T content, but the H3 NRI values are similar (Fig. 2h). Taken together, we did observe A/T bias of MNase during chromatin digestion, but we did not observe a strong correlation between genome A/T content and DNA fragment length or nucleosome wrapping index at single nucleosome level.

### Nucleosomes wrap tighter in euchromatin than in heterochromatin

To investigate the relationship between nucleosome wrapping and chromatin states, we computed the genome-wide correlation between H3 NRI(140) and DNase I sensitivity, H3K4me1, H3K4me3, H3K9me3 or H3K27me3. The signals of histone modifications were normalized by histone signal in consideration of the variation of nucleosome density. We found that H3 NRI(140) is well positively correlated with DNase I sensitivity, and active chromatin markers H3K4me1 and H3K4me3, but not with heterochromatin markers H3K9me3 or H3K27me3 (Fig. 3a). We further counted the fragment length in the peak regions of H3K4me1, H3K4me3, H3K9me3 and H3K27me3. We found that euchromatin regions with H3K4me1 or H3K4me3 peaks show higher proportion of long DNA fragments than heterochromatin regions with H3K9me3 or H3K27me3 peaks (Fig. 3b), and that heterochromatin regions show higher proportion of short DNA fragments than euchromatin regions (Fig. 3b). Correspondingly, quantification of NRS in these peak regions showed that nucleosomes in H3K4me1 or H3K4me3 peaks regions have higher H3 NRS(140) than those in H3K9me3 or H3K27me3 peaks regions (Supplementary Fig. S3a). On the other hand, when analyzing the epigenetic features of NRDs, we found that TiNRDs show higher level of euchromatin marks, such as H3K4me1, H3K4me3 than LoNRDs (Supplementary Fig. S3b); while LoNRDs show higher level of heterochromatin marks such as H3K9me3 and H3K27me3 than TiNRDs (Supplementary Fig. S3b). Together, these results suggested that nucleosomes may wrap tighter in euchromatin than in heterochromatin.

**Fig. 3:**
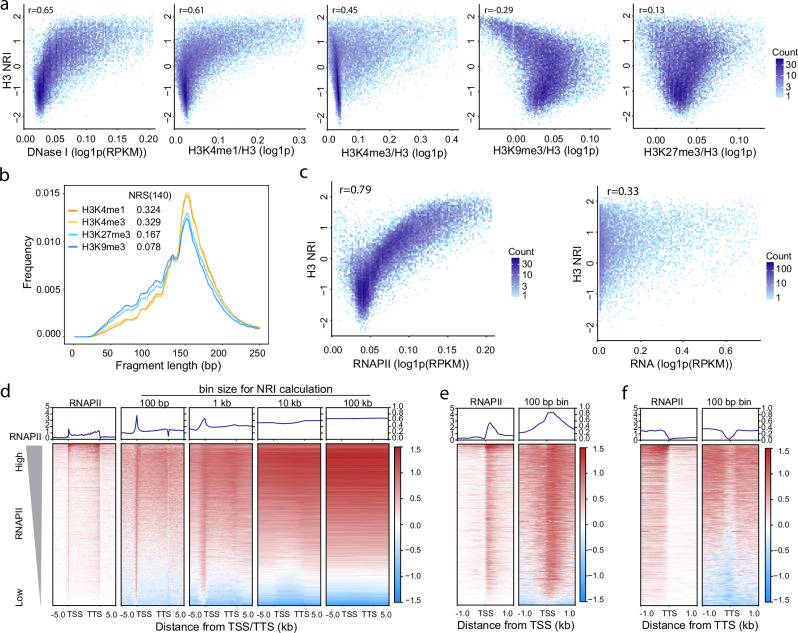
Nucleosomes wrap tighter in euchromatin than in heterochromatin. **a** Dot plots show the genome-wide correlations between NRI(140) of H3 and DNase I, H3K4me1, H3K4me3, H3K9me3 or H3K27me3 counted with 100 Kb bins (*n* = 27,268). The signal of histone modifications was normalized by H3. **b** Histogram shows the distribution of fragment length of histone H3 enriched DNA fragments in the peak regions of H3K4me1, H3K4me3, H3K9me3 and H3K27me3. NRS(140)s are the nucleosome wrapping score calculated within the peaks of each markers. **c** Dot plots show the correlations between NRI(140) of H3 and Polr2a or total RNA-seq signal within gene body regions (*n* = 43511). **d**–**f** Heatmaps show the distribution of H3 NRI at gene body regions (**d**), 2 kb regions around transcription start sites (TSSs) (**e**) and 2 kb regions around transcription termination sites (TTSs) (**f**). Genes were sorted in descending order according to Polr2a signal in the gene body regions (*n* = 43511). H3 NRIs calculated with 100 bp, 1 Kb, 10 Kb and 100 Kb bin resolution were shown for gene body regions. “r” indicates the Pearson correlation coefficient in a and c. Source data are provided as a Source Data file.

To explore the relationship between nucleosome wrapping and transcription activity, we computed the correlation between NRI and Polr2a ChIP signal or total RNA-seq signal at gene bodies. We found that NRI is highly correlated with Polr2a ChIP signal, but to a weaker extend with total RNA level (Fig. 3c), suggesting that NRI is closely related to the RNA polymerase activity on the genes. After sorting the gene bodies according to Polr2a ChIP signal, we found that NRI decreased gradually along RNAPII signal (Fig. 3d, Supplementary Fig. S3c). Moreover, NRI is highly enriched immediately downstream of TSS, and decreased within the gene bodies (Fig. 3d, e), suggesting +1 nucleosome is highly wrapped. This result is consistent with that +1 nucleosome is involved in the regulation of RNA Polymerase initiation^19,20^. At the transcription termination sites (TTSs), we found that NRI is low at the center of TTS, but it increases downstream beyond the TTS (Fig. 3f), suggesting there are other mechanisms regulating nucleosome wrapping beyond transcription elongation.

### Transcription promotes nascent nucleosome wrapping

During DNA replication, the nucleosomes are dis-assembled ahead of the DNA replication fork, and re-assembled behind the replication fork. To study the nucleosome wrapping dynamics during DNA replication, we pulse-labeled mouse ES cells with EdU to label nascent nucleosomes (referred to as “Pulse” condition), then chased the cells with thymidine to follow the maturation dynamics of nascent nucleosomes (referred to as “Chase” condition) (Fig. 4a). As only a small portion of genome for each S-phase cell is labeled under the labeling condition, the “Input” sample contains majorly parental nucleosomes with steady-state of wrapping, while the “Pulldown” sample contains nascent nucleosomes. To test whether EdU labeling affects nucleosome wrapping, we extensively labeled the mouse ES cells with EdU for 16 h, then performed xMNase-wrapping-seq. We found that the genome-wide NRIs of labeled and non-labeled cells are the same (Supplementary Fig. S4a), and highly correlated at genome-wide (Supplementary Fig. S4b). These results suggest that EdU labeling does not have a significant effect on nucleosome wrapping states. Then we analyzed the nucleosome wrapping states of both parental and nascent nucleosomes. We found that the genome-wide NRI is highly correlated and stable between the parental nucleosomes and nascent nucleosomes at genome-wide (Supplementary Fig. S4c) and in NRDs (Supplementary Fig. S4d), under both “Pulse” and “Chase” conditions, suggesting that the NRDs are stably inherited during DNA replication.

**Fig. 4:**
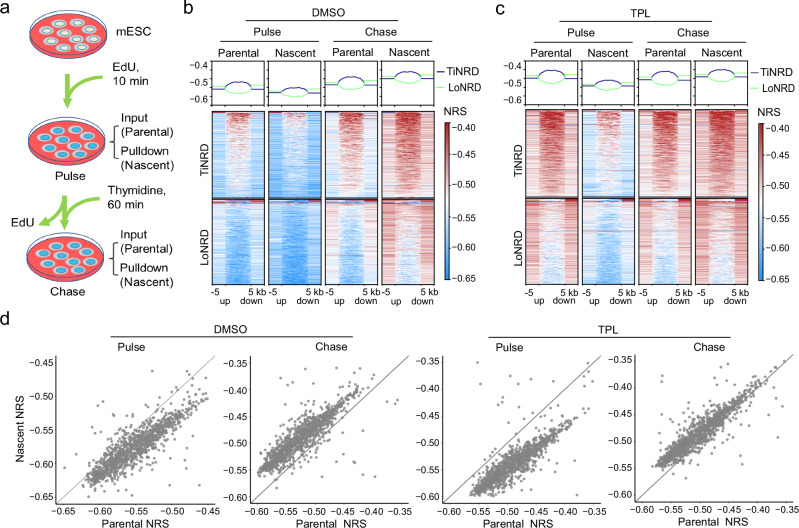
Transcription promotes nascent nucleosome wrapping. **a** Diagram show the preparation of “Pulse” and “Chase” samples for nucleosome wrapping analysis during DNA replication. “Input” contains mainly “Parental” nucleosomes, and “Pulldown” contains “Nascent” nucleosomes. Heatmaps shows MNase NRS(140)s of parental and nascent nucleosomes from “Pulse” and “Chase” conditions, without (**b**) or with (**c**) triptolide (TPL) treatment, within LoNRDs (*n* = 723) and TiNRDs (*n* = 725). TPL was used to inhibit transcription initiation, and DMSO treatment was control. MNase NRS(140) was calculated using xMNase-wrapping-seq dataset with 100 kb bins and break point at 140 bp. **d** Dot plots show the difference of NRS between parental and nascent nucleosomes as distance to the diagonal. Source data are provided as a Source Data file.

Next, we used the NRS metric to compare the wrapping dynamics of nascent nucleosomes, as explained below. In either “Pulse” or “Chase” condition, as the parental nucleosomes and nascent nucleosomes are within the same cell, they underwent exactly the same MNase digestion. Thus, the NRSs of parental nucleosomes and nascent nucleosomes can be compared directly within “Pulse” or “Chase” condition. Moreover, as the parental nucleosomes are at steady-state, they should have the same NRS between “Pulse” and “Chase” conditions. Thus, we used the NRS of parental nucleosomes as a “baseline” to analyze the dynamics of nascent nucleosomes. Interestingly, we observed that while the NRS of nascent nucleosomes is smaller than that of parental nucleosome under “Pulse” condition, it became higher than that of parental nucleosomes under “Chase” condition, in both TiNRDs and LoNRDs (Fig. 4b). This result suggested that, after DNA replication, the DNA wraps looser on the nascent nucleosomes than on the parental nucleosomes. However, within a time window, the nascent nucleosomes will mature and the DNA will wrap tighter than parental nucleosomes. This dynamic wrapping states of nascent nucleosomes can also be observed in the MINCE dataset of Drosophila S2 cells^16^ (Supplementary Fig. S4e). Together, these results suggested that the wrapping state of nascent nucleosomes is gradually matured after DNA replication, and this process is independent of the local nucleosome wrapping domains.

To explore whether transcription regulates nucleosome wrapping, we inhibit transcription with triptolide (TPL)^21^ during DNA replication. We found that the establishment of NRDs are not affected by transcription inhibition (Supplementary Fig. S4f). However, when analyzing NRS, we found that, under nascent condition, the NRS of nascent nucleosomes became more smaller than parental nucleosomes after TPL treatment (compare “Pulse” conditions in Fig. 4b, c). Under chase condition, the NRS of nascent nucleosomes became less larger than parental nucleosomes after TPL treatment (compare “Chase” conditions in Fig. 4b, c). Viewing the difference of NRS between nascent and parental nucleosomes in each NRD as position relative to the diagonal in dot plot (Fig. 4d), or as boxplot (Supplementary Fig. S4g) confirmed these observations. Together, these results suggest that TPL inhibited the wrapping of nascent nucleosomes. Thus, in other words, transcription promotes nascent nucleosome wrapping after DNA replication.

### Nucleosome wrapping domains delineate Hi-C compartments and replication timing domains

It has been reported that the Hi-C compartments are highly resemble of replication timing domains^22,23^. 

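Replication timing (RT), the order in which parts of the genome are copied during S phase, was profiled in the same mouse ES cells. Nascent DNA was labelled with BrdU, an analogue of thymidine, for 2 h. The cells were sorted by DNA content into 4 fractions of S phase, S1 to S4 from early to late, and the labelled DNA of each fraction was enriched with an antibody against BrdU and sequenced. The 2 independent experiments gave 8 libraries, for which the paper's read numbers lie between 18079226 and 42551417, with a median of 24267720. The authors counted fragments in 50 kb windows, scaled the libraries to a common total, and took the log2 ratio of S1 and S2 to S3 and S4. After quantile normalization they called domains with HOMER, and deposited the position of each domain with its log2 value, positive for early and negative for late replication. The list held 832 early RT domains with a median length of 900 kb and 979 late RT domains with a median length of 1050 kb, which covered 1175 and 1416 Mb. It names no replicate, and the paper's text does not say whether the replicates were pooled for it. In comparison with the mouse genome GRCm38, the assembly that mm10 stands for, every domain of both lists lay inside its chromosome, and on 20 of 21 chromosomes the last RT domain ended at the last base.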

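Domains around the region of chromosome 1 that is drawn in Fig. 2h show how the calls lay beside each other. A TiNRD reached from base 86900001 to base 94200000 of chromosome 1 (mm10), with a wrapping index of 1.15. It held 105 protein-coding genes of the GENCODE annotation, had an A/T content of 53.4%, and 93.2% of its length was called early. A LoNRD followed from base 94200001 to base 105200000, with a wrapping index of −1.01. It held 11 protein-coding genes, had an A/T content of 62.0%, and 95% of its length was called late. The RT calls changed at the same position. An early RT domain with a log2 value of 0.74 reached from base 90850001 to base 94200000, and a late RT domain with a log2 value of −0.89 from base 94200001 to base 95600000. The longest TiNRD, on chromosome 5 from base 110000001 to base 132100000, held 279 protein-coding genes, and 84.8% of its length was called early. The longest LoNRD, on chromosome X from base 106300001 to base 123100000, held 46 protein-coding genes, and 87.5% of its length was called late. The longest stretch of TiNRD inside late RT domains lay on chromosome Y, from base 80250001 to base 85600000. Over all of chromosome Y, 6.94% of the 50-mers occur at a single position of it. How many fragments were placed in the stretch was not examined. On the autosomes the longest such stretch was on chromosome 14 from base 3700001 to base 7100000, with 74 protein-coding genes. The longest stretch of LoNRD inside early RT domains was on chromosome 1 from base 59700001 to base 61050000, with 13 protein-coding genes.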

Surprisingly, we found that the genome-wide track of NRI is almost identical to the PC1 value^24^ and the replication timing value of mouse ES cells (Fig. 5a, Supplementary Fig. S5), with TiNRDs corresponding to A compartments and early RT domains, LoNRDs corresponding to B compartments and late RT domains. Genome-wide correlation between NRI, PC1 and RT value also supports the observation (Supplementary Fig. S6a), albeit with slightly higher correlation between H3 NRI and PC1 value than correlation between H3 NRI and replication timing value.

**Fig. 5:**
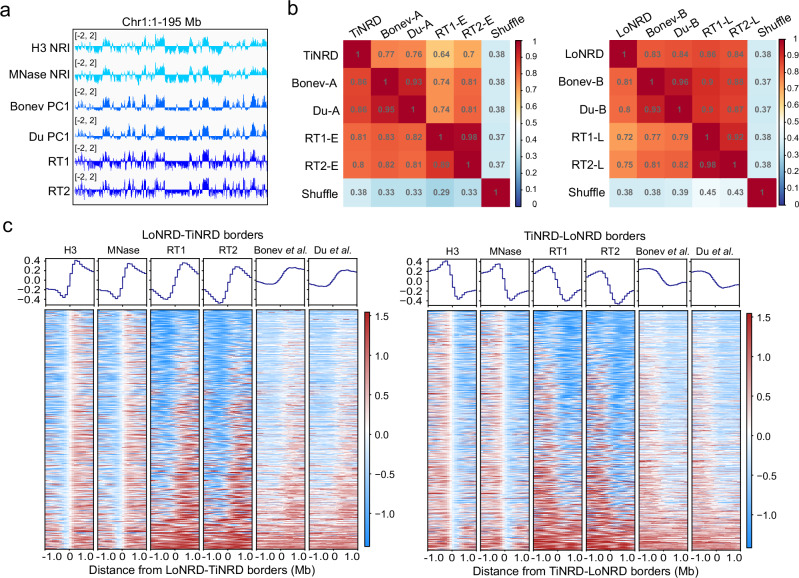
Nucleosome wrapping domains delineate Hi-C compartment domains and DNA replication timing domains. **a** IGV tracks show the pattern of H3 NRI(140), Hi-C PC1 value and replication timing values on Chromosome 1. **b** Heatmaps show the percentage of overlapping between NRDs and Hi-C compartment domains, RT domains. Values show the ratio of domain length in the column direction to domain length in the row direction. **c** Heatmaps show the distribution of H3 NRI(140), MNase NRI(140), Hi-C PC1 values and replication timing values on the 2 Mb regions around LoNRD-TiNRD borders (*n* = 725) (left panel) or TiNRD-LoNRD borders (*n* = 725) (right panel). Source data are provided as a Source Data file.

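To measure the overlap, the NRD list and the RT domain list were laid over each other in 10 kb bins, and the shared length was divided by the total length of the domains of 1 kind. Calls of both lists were present for 2499 Mb of the genome. TiNRDs shared 936 Mb with early and 339 Mb with late RT domains, and LoNRDs shared 161 Mb with early and 1063 Mb with late RT domains. The same lengths were obtained with bedtools, with a difference of 0 Mb for each pair. The overlap by chance was measured with circular shifts, in which each chromosome's calls in 1 list were moved along the chromosome by a random number of bins. The shifts keep the order and the length of the domains. Hi-C compartments were not analysed here.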

We used NRDs with 100 kb resolution to calculated the percentage of region overlapping between NRDs, Hi–C compartments and replication timing domains. We found that 86% of the length of A compartments and about 80% of the length of early replication domains overlay with TiNRDs; about 80% of the length of B compartment and over 70% of the length of late replication domains overlay with LoNRDs (Fig. 5b). Moreover, at the LoNRD-TiNRD boarders, the Hi-C PC1 value and replication timing value sharply transit from negative to positive; reversely, at the TiNRD-LoNRD boarders, the Hi–C PC1 value and replication timing value sharply transit from positive to negative (Fig. 5c). 

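Of the length of early RT domains, 79.7% lay in TiNRDs (95% confidence interval 74.0 to 83.3%), while the shifted lists gave 50.7% on average. Of the length of late RT domains, 75% lay in LoNRDs (95% confidence interval 69.3 to 79.4%), against 48.7% for the shifted lists. In the other direction, 70.0% of the length of TiNRDs lay in early RT domains (63.3 to 74.8%), against 44.6% by shifts, and 82.2% of the length of LoNRDs lay in late RT domains (78.8 to 85.2%), against 53.4% by shifts. Each of the 4 shares had p = 1e-05 in a one-sided permutation test with 100000 shifts, the smallest p they can give. Among bases with a call in both lists, 85.3% of the early and 75.8% of the late length lay in the corresponding NRDs. The alternative that moved the first share most counted domains, of which 61.2% of the early ones (509 of 832) had at least 80% of their length in TiNRDs. The 2 calls corresponded at 80.0% of the bases called in both lists (95% confidence interval 76.5 to 82.6%), with a range from 75.3% on chromosome 7 to 86.2% on chromosome 4 over the autosomes. The share was 72.1% on chromosome X and 35.0% on chromosome Y, the lowest. The replicates were not compared, since each list used here is a single call.

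**Figure D2:**
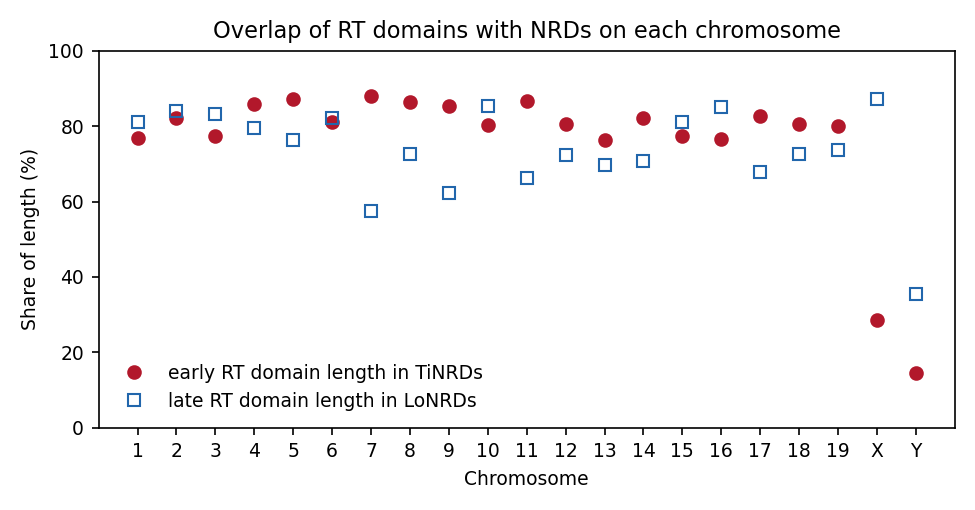
Share of the length of early RT domains in TiNRDs (filled red circles) and of late RT domains in LoNRDs (open blue squares), in percent, on each chromosome. The early share lay between 76.3% and 87.9% on the 19 autosomes, and was 28.7% on chromosome X and 14.5% on chromosome Y.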

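The change of RT calls at NRD borders was measured with windows of 500 kb on either side. The early share of called bases on the TiNRD side (inside) was taken minus that on the other side (outside). The windows did not stop at the end of a domain, and 122 TiNRDs and 137 LoNRDs were shorter than 500 kb. The windows at such domains therefore reached beyond them. Every start of a TiNRD was taken as a LoNRD-TiNRD border and every end as a TiNRD-LoNRD border, also where a gap or the end of the chromosome lay outside. At the LoNRD-TiNRD borders the early share was 59.8% inside and 32.6% outside, a difference of 27.2 percentage points (95% confidence interval 21.9 to 31.8, p = 1e-05, two-sided sign-flip permutation test over borders, the smallest p that 100000 resamples can give). RT calls were present on both sides of 628 of the 632 borders. The early share was higher on the TiNRD side at 314 borders, lower at 68, and equal at 246. At the TiNRD-LoNRD borders it was 59.0% inside and 32.3% outside, a difference of 26.7 percentage points (95% confidence interval 21.6 to 31.9, p = 1e-05, the same permutation test). Of these borders, 308 had a higher, 65 a lower and 251 an equal early share on the TiNRD side. The alternative that moved the difference most was a window of 200 kb, which gave 17.3 percentage points at the LoNRD-TiNRD borders. A LoNRD lay within 100 kb of 515 of the LoNRD-TiNRD borders, and at these the difference was 31.7 percentage points. The timing values per window behind the heatmaps of Fig. 5c were not used here, so the comparison rests on the early and late calls of the RT domains.

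**Figure D3:**
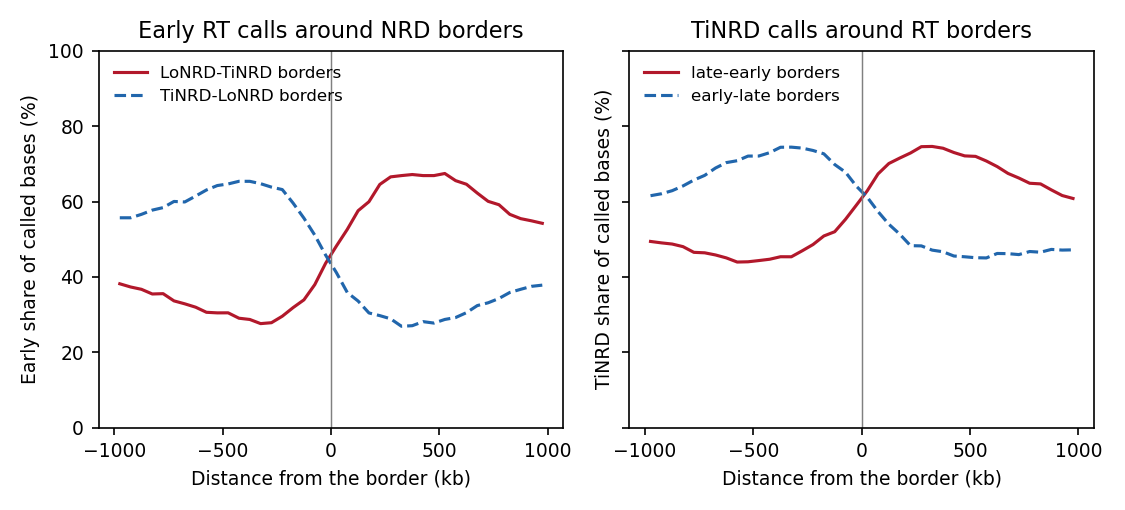
Left, share of called bases in early RT domains (percent) by the distance from LoNRD-TiNRD borders (red line) and TiNRD-LoNRD borders (blue dashed line) in kb, in steps of 50 kb up to 1000 kb on either side; right, share of called bases in TiNRDs around late-early (red line) and early-late (blue dashed line) RT borders. The early share at LoNRD-TiNRD borders rose from the left to the right of 0, with 32.6% and 59.8% over the 500 kb on either side.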

Similar trend of NRI can be observed at the compartment boarders (Supplementary Fig. S6b) and replication timing boarders (Supplementary Fig. S6c). These results support the corresponding relationship between NRDs, Hi-C compartments and replication timing domains.

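At the late-early RT borders, for which every start of an early RT domain was taken, TiNRDs made up 70.6% of the called bases within the window on the early side and 49.9% on the late side. The difference was 20.7 percentage points (95% confidence interval 17.4 to 23.7, p = 1e-05, sign-flip permutation test). NRD calls were present on both sides of 812 of the 832 borders, and the TiNRD share was higher on the early side at 301, lower at 55 and equal at 456. At the early-late RT borders, the ends of early RT domains, the TiNRD share was 71.9% on the early side and 50.6% on the late side, a difference of 21.3 percentage points (95% confidence interval 17.5 to 24.5, p = 1e-05, sign-flip permutation test), with 307 borders higher, 45 lower and 451 equal.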

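The position of the borders was compared as the distance from each start or end of a TiNRD to the nearest start or end of an early RT domain. Over 1264 NRD borders the median distance was 325 kb (95% confidence interval 250 to 450 kb), with quartiles of 100 and 950 kb. Shifted lists gave a median of 932 kb (p = 0.0001, one-sided permutation test, the smallest p that 10000 shifts can give). An RT border of the same direction lay within 200 kb of 500 NRD borders, 39.6% of them (95% confidence interval 33.5 to 45.1%), against 12.2% by shifts (p = 0.0001, the same permutation test). Changing the distance to 500 kb moved this share most, to 61.7%. The distances are limited by the bins of the calls, 100 kb for NRDs and 50 kb for RT domains. From the overlap of the domains, the changes of the Hi-C PC1 value and the timing value at NRD borders, and the trend of NRI at compartment and RT borders, the paper states that the results lend support to a correspondence of NRDs, Hi-C compartments and RT domains.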

## Discussion

In this study, we have demonstrated that NRI can be utilized as a robust quantitative metric for characterizing the average wrapping states of nucleosomes within local chromatin regions. This quantification can be directly derived from MNase digestion sequencing data, independently of histone ChIP, and is not strictly dependent on the extent of MNase digestion. 

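The list of NRDs held 1222 pairs of neighbours on the same chromosome. In 1052 pairs, 86.1%, a TiNRD and a LoNRD lay next to each other, and 1038 of these pairs touched without a gap. In the other 170 pairs the neighbours were of the same kind, 93 pairs of TiNRDs and 77 pairs of LoNRDs. They were separated by a gap with no NRD, of 100 kb in 68 pairs and of 200 kb in 101 pairs, and the largest gap measured 500 kb.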

We further revealed the presence of non-uniform nucleosome wrapping states throughout the entire mouse genome, with a mutually spaced distribution of TiNRDs and LoNRDs. TiNRDs correspond to Hi-C A compartments and early replication timing domains, whereas LoNRDs correspond to B compartments and late replication timing domains. Thus, it’s interesting to deduce that, as depicted in the model (Fig. 6), in active chromatin regions represented by A compartments, nucleosome wrapping is relatively tight; whereas in repressive chromatin regions represented by B compartments, nucleosome wrapping is relatively loose. However, due to the limitation of wrapping-seq, only one dimension of the physical wrapping states of nucleosomes in vivo can be deduced. Moreover, other factors beyond the strength of nucleosome wrapping may contribute to the NRS or NRI values. Other technics, such as single-molecule and structural techniques, are needed to depict the biochemical basis of nucleosome wrapping states in vivo.

**Fig. 6:**
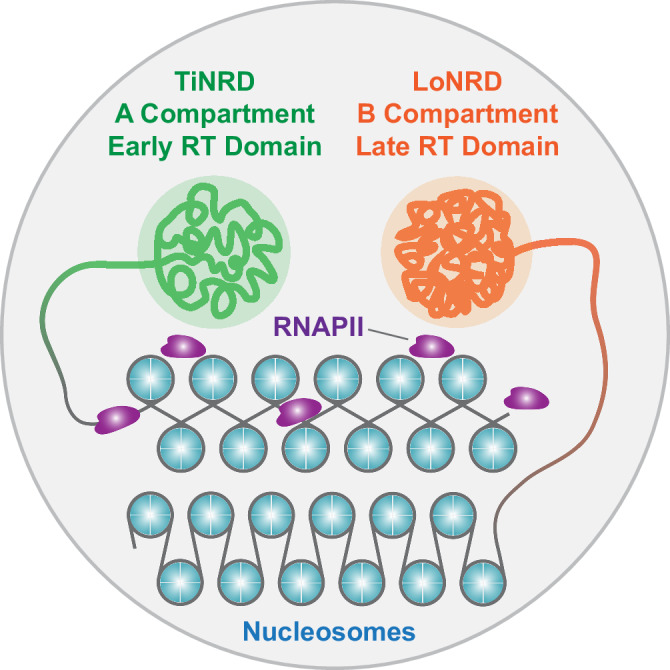
Nucleosome wrapping states encode principles of 3D genome organization. Working model shows that genome of mouse ES cells is organized into nucleosome wrapping domains (NRDs), including TiNRDs and LoNRDs. TiNRDs and LoNRDs represents genomic regions enriched with relatively tightly or loosely wrapped nucleosomes, respectively. TiNRDs overlap precisely with Hi-C A compartment domains and early replication timing (RT) domains. LoNRDs overlap precisely with Hi-C B compartment domains and late RT domains. Thus, our model reveals a previously unrecognized connection between genome organization at nucleosome array level and higher order level. Moreover, our model suggests that nucleosomes in active chromatin environment (A compartment) wrap tighter than nucleosomes in inactive chromatin environment (B compartment), as a consequence of transcription promoted nucleosome wrapping.

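Counted by domain, 446 of the 632 TiNRDs, 70.6% (95% confidence interval over chromosomes 62.0 to 77.6%), had at least 50% of their length in early RT domains. Circularly shifted lists gave 42.2% on average (p = 1e-05, one-sided permutation test, the smallest p that the shifts can give). With at least 80% of the length required, 271 TiNRDs remained, 42.9% (95% confidence interval 36.9 to 48.7%), against 25.2% by shifts (p = 1e-05, the same permutation test).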

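At least 50% of the length lay in late RT domains for 492 of the 611 LoNRDs, 80.5% (95% confidence interval over chromosomes 76.6 to 84.4%). The share was 55.6% with the calls shifted along the chromosomes (p = 1e-05, one-sided permutation test, the smallest p possible). For 371 LoNRDs, 60.7% (95% confidence interval 54.9 to 66.3%), at least 80% of the length was late, against 33.5% with shifted calls (p = 1e-05, permutation test).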

Our data suggested that nucleosome wrapping becomes more relaxed after DNA replication and gradually tightens over time. Importantly, active gene transcription promotes the wrapping of nucleosomes (Fig. 6). After transcription, nucleosomes need to be reassembled on the transcribed DNA to maintain chromatin structure. This reassembly is regulated by various histone chaperones and chromatin assembly factors^25^. One of these histone chaperones that plays a central role in nucleosome recycling during transcription is FACT (Facilitates Chromatin Transcription). FACT can bind histones and regulate the assembly or dis-assembly of nucleosomes to facilitate the passing of RNA Pol II on chromatin template^26,27^. It’s recently reported that while the SPT16 subunit of the FACT complex can displace H2A-H2B dimers from the nucleosome and facilitate the formation of an open nucleosome structure, while the SSRP1 subunit holds the H3/H4 tetramer on DNA and promotes the deposition of the H2A/H2B dimer onto the nucleosome, thus maintaining the nucleosome integrity^9,10,28^. These studies indicate that FACT may regulate the wrapping dynamics of nucleosome during active transcription.

While we have initially proved that transcription activity enhances the wrapping of nucleosomes in the genic (euchromatin) regions, the mechanisms regulating the nucleosome wrapping states in heterochromatin remains to be explored. The NuRD (Nucleosome Remodeling and Deacetylase) complex is required for specific gene silencing in heterochromatin regions. Through the ATP-dependent remodeling activity of the CHD subunit, it alters chromatin structure and DNA accessibility to regulate gene transcription^29^. CHD3 is one of the nine members of CHD family of ATPases (CHD1–9). Binding of CHD3’s tandem PHD fingers to histone H3 tails, which can be enhanced by H3K9me3 modification, promotes the unwrapping of nucleosomes in vitro^30^. Heterochromatin protein 1 (HP1) is implicated in the formation and maintenance of heterochromatin via interaction with H3K9me3 modified nucleosomes^31^. Binding of multiple Swi6 (the *S. pombe* HP1 protein) molecules to nucleosomes can promote HP1-chromatin LLPS (liquid–liquid phase separation), through increasing the solvent exposure of buried nucleosomal core histones^32^. This HP1 mediated nucleosome reshaping process intrinsically resembles nucleosome unwrapping, indicating that HP1 binding may promote DNA unwrapping from the nucleosome core. While heterochromatin is characterized by its repressive nature, it is important to recognize that it is not a static and entirely silenced region of the genome. Instead, it is dynamically transited between repressive and active states, which involves various regulatory elements and factors. Thus, we speculate that the relative loose wrapping state of nucleosomes in the heterochromatin regions will allow controlled accessibility of regulatory factors to their target binding sites, during various cellular activities, such as gene expression regulation during development.

In summary, our research uncovered a previously unidentified domainization principle of the chromatin, which originates from the unit of the primary structure of chromatin—the nucleosome itself, but intriguingly gives rise to nucleosome wrapping domains that precisely coincide Hi-C compartment domains and DNA replication timing domains. This concept invokes that the protein tertiary structure is encoded in the amino acid sequences.

## Methods

### Cell culture

Mouse ES cell (R1) was a kind gift from Dr. Guohong Li, Institute of Biophysics, CAS. R1 cells were cultured in the medium with 80% DMEM (Thermo, 11965092), 15% FBS (Hyclone, SH30070.03), Nonessential amino acids (EmbryoMax, TMS-001-C), 2-Mercaptoethanol (EmbryoMax, ES-007-E), L-glutamine (EmbryoMax, TMS-002-C), Nucleosides (EmbryoMax, ES-008-D), Pen/Strep (EmbryoMax, TMS-AB-2C) and 1000U/ml leukemia inhibitory factor (LIF) (ESGRO, ESG1107) in standard incubator with 5% CO_2_ at 37 °C. For wrapping-seq, mouse ES cells plated for about 48 h were directly crosslinked with 1% formaldehyde in PBS for 10 min at room temperature, then quenched by 125 mM glycine, and scraped off from the dish with a cell scraper. Then the cells were washed with cold PBS for twice and the cell pellet were stored at −80 °C.

To label nascent nucleosome, EdU (5-ethynyl-2’-deoxyuridine) was added at 20 μM final concentration and cultured for 10 min. Then the medium with EdU was drained off, and the cells were washed with 1XPBS pre-warmed at 37 °C for twice: to prepare nascent sample, the cells were crosslinked directly as described above for wrapping-seq; to prepare chase samples, the cells were further culture with mouse ES medium with 10 μM thymidine for 60 min, then crosslinked directly as described above for wrapping-seq. To inhibit transcription initiation, mouse ES cells were cultured with 1 mM triptolide (Sigma, T3652) final concentration or equal volume of DMSO only as control for 45 min before EdU labeling, then triptolide or DMSO was added back during chasing.

### Wrapping-seq

#### Wet lab experiments

Cell pellet of ~1 × 10^7 crosslinked cells was resuspended in 1 mL nuclei extraction buffer (10 mM HEPES, PH 7.5; 300 mM NaCl; 3 mM MgCl_2_; 0.5% IGEPAL CA-630; 0.1% SDS) with EDTA-free protease inhibitor cocktail (Roch, 05892791001) and incubate on ice for 10 min. Then cell pellet was washed once with buffer A (10 mM Tris, PH 7.5; 10 NaCl; 60 mM KCl; 3 mM MgCl_2_) with EDTA-free protease inhibitor cocktail. For MNase digestion, cell pellet was then resuspended in buffer A with 2 mM CaCl_2_ and 0.4 U/mL MNase (Sigma, N3755), and incubated at 37 °C on a metal incubator shaking at 900 rpm for 30 min or as indicated for time-course digestion. Final concentration of 10 mM EDTA and 1% SDS was added to stop the digestion.

For MNase-seq, the digested chromatin was crosslink reversed by heating at 65 °C for 6 hours, and DNA were extracted using a standard phenol-chloroform extraction procedure. For paired-end sequencing, libraries without size selection were prepared as described in ref. ^15^ using NEBNext Ultra DNA Library Prep Kit for Illumina (E7370L) and were sequenced on a DNBSEQ-T7 (MGI) platform with PE150 model.

For H3 or H4 ChIP, the digested chromatin was sonicated using a Q800R3 Sonicator (Qsonica), and the chromatin particles before crosslink reversion are about 1000–2000 bp after resolved on native 1% agarose gel, which is the typical chromatin particle size for ChIP-seq. Then, chromatin was first incubated with 2 µg H3 (Abcam, ab1791) or H4 (Cell Signaling Technology, 14149S) antibody in RIPE-150 (50 mM Tris-HCl, 150 mM NaCl, 1 mM EDTA, 0.5% Triton X-100, protease inhibitors) at 4 °C, then the BSA blocked protein A/G Dynabeads were added and incubated overnight at 4 °C. The Dynabeads were washed by RIPE-150 with 0.1% SDS for 5 times, and eluted with Direct Elution Buffer (10 mM Tris-HCl pH8, 0.3 M NaCl, 5 mM EDTA pH8, 0.5% SDS). The chromatin was crosslink reversed by heating at 65 °C for 6 h, and DNA were extracted using a standard phenol-chloroform extraction procedure. For paired-end sequencing, libraries without size selection were prepared as described in ref. ^16^ using NEBNext Ultra DNA Library Prep Kit for Illumina (E7370L) and were sequenced on a DNBSEQ-T7 (MGI) platform with PE150 model.

### Sequence data alignment

Paired-end reads were trimmed for adaptor sequence using cutadapt v4.3^33^ with parameters: -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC -A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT -e 0.1 -n 2 -m 35 -q 30 –pairfilter = any, and then mapped to mm10 using Bowtie2 v2.5.1^34^ with parameters: -I 10 -X 1000 −3 5–local–no-mixed–no-discordant–no-unal. Duplicates were marked using picard MarkDuplicates v2.27.5 (https://broadinstitute.github.io/picard/) with default parameters and removed using samtools view v1.17^35^ with parameters: -f 2 -F 1024 -q 10. Unique pair-end reads in bam format was converted to bed format, and then grouped according to fragment length using a custom python script.

### Nucleosome wrapping score (NRS) or Nucleosome wrapping index (NRI) calculation

Mouse genome was segmented in to continuous non-overlapping 100 kb (or 100 bp, 1 kb, 5 kb, 10 kb, 50 kb) bins. Then, within each genomic bin, fragments from each fragment length group were counted by annotateBed from bedtools v2.30.0^36^. Fragment length groups used includes 50–80 bp, 80–90 bp, 90–100 bp, 100–110 bp, 110–120 bp, 120–130 bp, 130–140 bp, 140–150 bp, 150–160 bp, 160–250 bp or 50–140 bp, 140–250 bp. Then when a fragment length break point (*X* bp) is chosen, nucleosome wrapping score (NRS) is computed as the relative deviation between the number (a) of fragments within *X* ~ 250 bp and the number (b) of fragments within 50 ~ *X* bp, expressed as NRS(*X*) = (a − b)/(a + b). Then the genome-wide NRS was transformed as z-score to derive genome-wide nucleosome wrapping index (NRI).

1 $$Z\left(i\right)=\frac{X\left(i\right)-\mu }{\sigma }$$

In Eq. (1), $$Z\left(i\right)$$ is the z-score of the NRS of the i-th genomic interval, $$X\left(i\right)$$ is the NRS of the i-th genomic interval, μ is the mean of NRS of all genomic intervals, and σ is the standard deviation of NRS of all genomic intervals.

For IGV (Integrative Genomics Viewer)^37^ visualization, NRS or NRI was Loess-smoothed by 10 bins using R function loess() from R package ‘stats’. Un-smoothed NRSs and NRIs were used for annotation of genomic features.

### Nucleosome wrapping domain (NRD) detection

The command FindHiCCompartments from homer2^38^ was used to detect tight NRD (TiNRD) based on the 10 bins smoothed 100 kb bin NRI (140 bp) data of H3 with default parameter; and the parameter “-opp” was used to output the loose NRD (LoNRD). TiNRDs and LoNRDs were genomic domains with continuous positive or negative NRI, respectively. Genomic features with NRDs were annotated using annotatePeaks.pl from homer2^38^. Heatmaps were produced using plotHeatmap from deeptools v3.5.1^39^ for NRI or NRS visualization in NRDs or genic regions.

### Replication timing profiling for mouse ES cells

Replication timing profiling and timing domain for mouse ES cells was performed as described^40,41^. Briefly, mouse ES cells were pulse labeled with 100 μM BrdU (5-Bromo-2’-deoxyuridine) for 2 h, then trypsinized to single cell suspension and fixed with ice-cold ethanol. Then the cells were stained with Propidium iodide and cells in S-phase were FACS sorted into four fractions (S1, S2, S3, S4) according to Propidium iodide signal. Then genomic DNA was prepared for each sample via a standard phenol-chloroform extraction procedure, and then sonicated via a Q800R3 Sonicator (Qsonica) to average 200 bp fragment size. NGS adaptor were ligated using NEBNext Ultra DNA Library Prep Kit for Illumina (E7370L). Then the DNA was denatured by heating at 95 °C for 5 min and immediately cooled on ice for 2 min. Nascent DNA strands were enriched via pulling down by anti-BrdU antibody (BD Pharmingen, cat. no. 555627). Library were amplified and sequenced on a DNBSEQ-T7 (MGI) platform with PE150 model. Sequence data alignment was performed as described above.

Sequencing data were aligned to mouse genome as described above. To calculate genome-wide replication timing, mouse genome was binned into non-overlapping 50 kb genome windows. Within each window, fragments from each sample were counted by annotateBed from bedtools v3.5.1^39^. After normalizing the total counts from each sample to 1 million, replication timing were calculated as log2((S1 + S2)/(S3 + S4)), and quantile normalized with R function normalize.quantiles.use.target() from R package ‘preprocessCore’. The quantile normalized replication timing value were used for replication timing domain detection via FindHiCCompartments from HOMER^38^. Heatmap was produced using plotHeatmap from deeptools v3.5.1^39^. For IGV (Integrative Genomics Viewer)^37^ visualization, the normalized value was Loess-smoothed using R function loess() from R package ‘stats’.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

High throughput sequencing data generated in this study have been deposited to Gene Expression Omnibus (GEO) database under accession code GSE243091 (https://www.ncbi.nlm.nih.gov/geo/). Source data are provided with this paper. Drosophila MINCE-seq fastq data was downloaded according to GEO record GSE76120, and mapped to drosophila genome version dmel-r6.16 (https://flybase.org). Samples GSM1974516 and GSM1974518 were merged as nascent input, and used for NRI visualization and NRD detection with 100 kb bin resolution as shown in Fig. 2d. Samples GSM1974517 and GSM1974519 were merged as nascent pulldown. Samples GSM1974528 and GSM1974530 were merged as chase input. Samples GSM1974529 and GSM1974531 were merged as chase pulldown. NRS was calculated for nascent input, nascent pulldown, chase input and chase pulldown samples as shown in Supplementary Fig. S4e. *S. cerevisiae* MNase-seq fastq data was downloaded according to GEO record GSE30551, and mapped to yeast genome GCF_000146045.2 (https://www.ncbi.nlm.nih.gov). Sample SRR3193265 were used for NRI visualization and NRD detection with 1 kb bin resolution as shown in Fig. 2c. H3K4me1, H3K4me3, H3K9me3, H3K27me3 and Polr2a ChIP-seq bam files and peak files, ChIP input bam files and total RNA-seq bam files of mouse ES cell line Bruce4 were downloaded under accession ENCSR343RKY from https://www.encodeproject.org. DNase-seq bigwig signal file and peak file of mouse ES cell line E14 were downloaded under accession ENCSR000CMW from https://www.encodeproject.org. Hi-C compartments coordinates and PC1 values of mouse ES cell was downloaded under accession 4DNESUCLJAZ8^42^ and 4DNESMXBLGKA^24^ from https://data.4dnucleome.org. Source data are provided with this paper.

# Supplementary material for: Nucleosome wrapping states encode principles of 3D genome organization
**Source:** Nat Commun. 2025 Jan 3;16:352. doi: 10.1038/s41467-024-54735-8
**Supplement:** Supplementary file 1 — Supplementary Information

1

2     **Nucleosome wrapping states encode principles of 3D genome**  
3                                   **organization**

4     Zengqi Wen<sup>1</sup>✉, Ruixin Fang<sup>2</sup>, Ruxin Zhang<sup>2</sup>, Xinqian Yu<sup>2</sup>, Fanli Zhou<sup>1</sup> and Haizhen  
5     Long<sup>2</sup>✉

6

7
8     University, Shenzhen, Guangdong, 518107, China.

11

12

13 **Supplementary Information:**

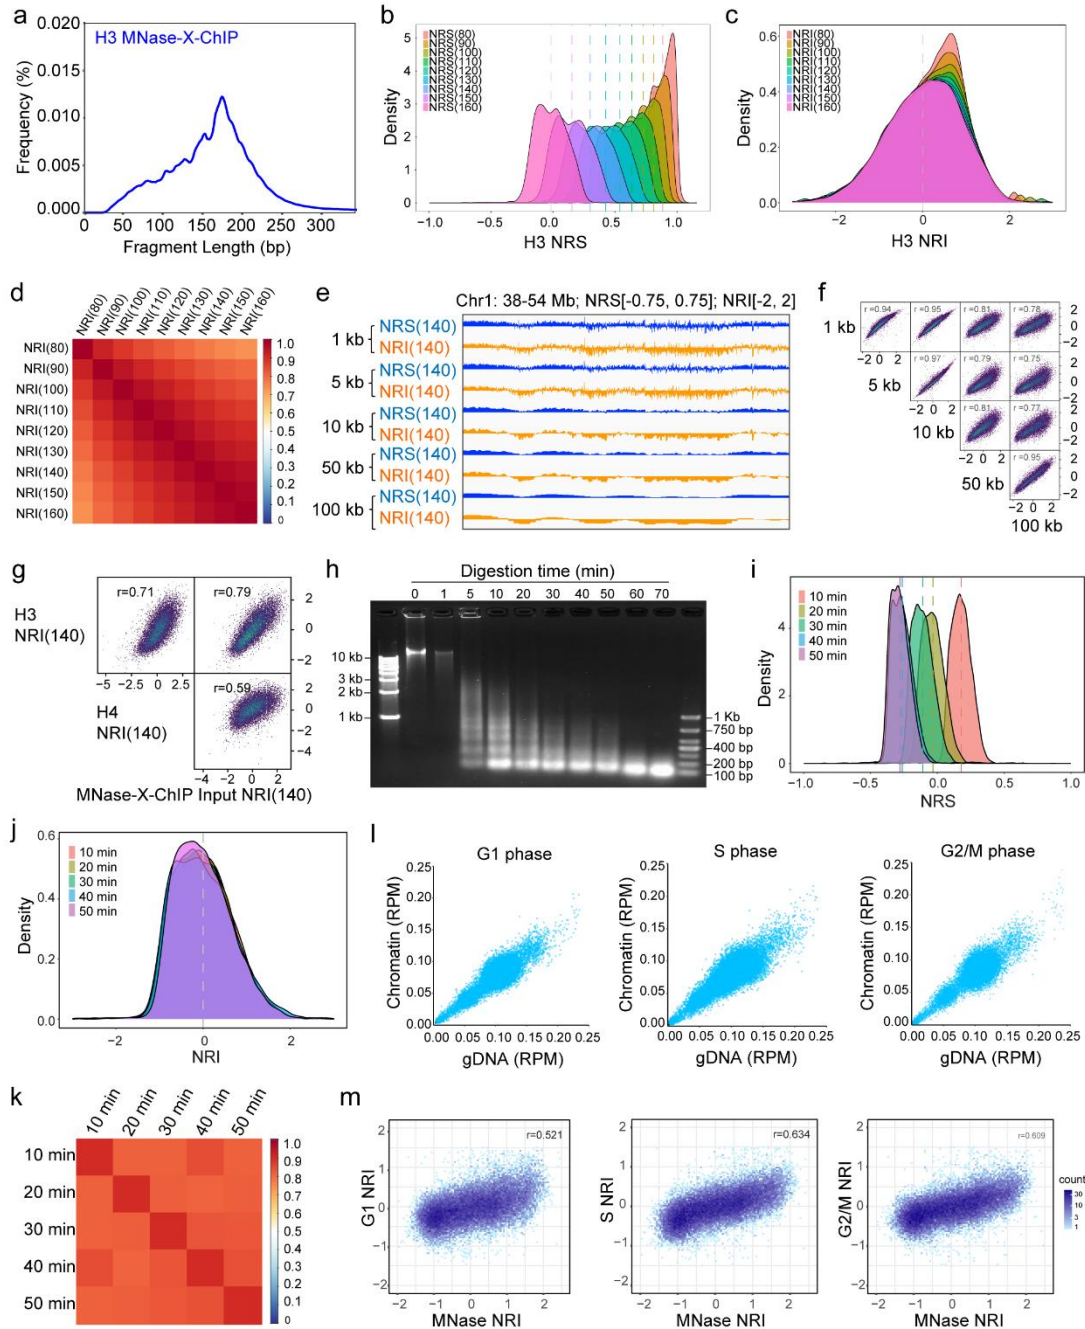

14  
15 **Figure S1. Nucleosome wrapping index is robust for nucleosome wrapping state**  
16 **characterization**

17 a, Histogram shows the length distribution of DNA fragments enriched by histone H3 within  
18 0-350 bp range. b-c, Histograms show the distribution of genome-wide NRSs (b) or NRIs (c)  
19 when different break point is chosen as in Fig. 1b. d, Heatmap shows the correlations between  
20 genome-wide NRIs counted with 100 Kb bins (n = 27268) when break point is chosen as in  
21 Fig. 1b. e, IGV tracks show NRSs and NRIs of H3 on Chromosome 1, calculated using different  
22 bin sizes. The signal ranges are indicated at the top of figure. f, Dot plots show the genome-  
23 wide correlations between NRIs of H3 calculated using different bin sizes, counted with 100  
24 Kb bins (n = 27268). g, Dot plots show the genome-wide correlations between NRI (140)s of

25 H3, H4 or MNase-X-ChIP input, counted with 100 Kb bins (n = 27268). h, Agarose gel shows  
 26 the products of DNA after time-course digestion by MNase. This experiment was repeated  
 27 twice with similar results. i-j, Histograms show the distribution of genome-wide NRs (i) or  
 28 NRIs (j) under time-course MNase digestion, counted with 100 Kb bins (n = 27268). k,  
 29 Heatmap shows the genome-wide correlation between MNase NRIs of under time-course  
 30 digestion, counted with 100 Kb bins (n = 27268). l, Dot plots show the correlations between  
 31 genome coverage of sonicated genomic DNA and MNase digested chromatin in G1, S and  
 32 G2/M cells, counted with 100 Kb bins (n = 27268). m, Dot plots show the correlation between  
 33 MNase NRI of cell population and MNase NRI of G1, S or G2/M cells, counted with 100 Kb  
 34 bins (n = 27268). "r" indicates the Pearson correlation coefficient. Source data are provided  
 35 as a Source Data file.  
 36

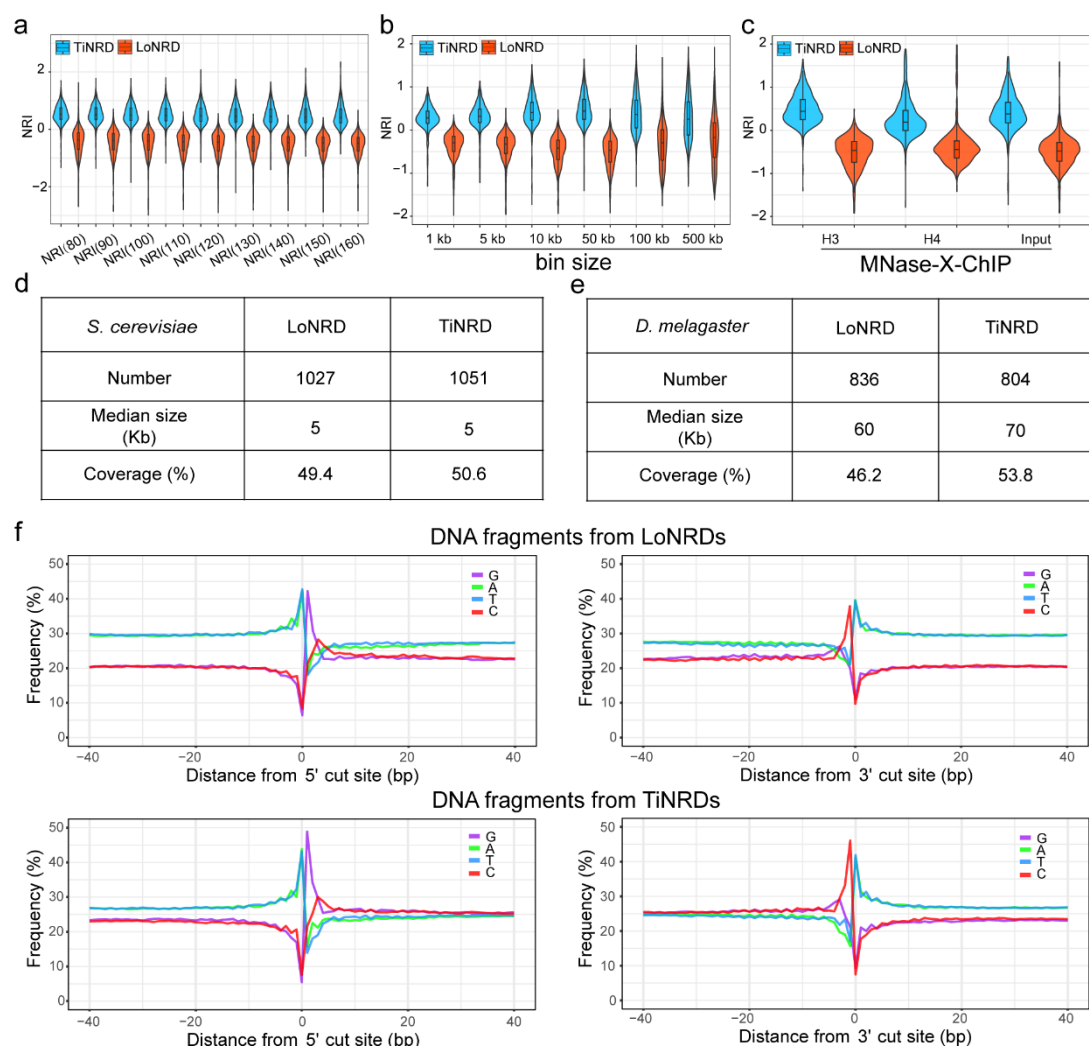

37  
 38 **Figure S2. Nucleosome wrapping domain is detected in yeast, fly and mouse genome**  
 39 a-c, Violin plots show the characteristic distribution of genome-wide NRIs in LoNRDs (n =  
 40 723) and TiNRDs (n = 725). NRIs were calculated with different break points (a), bin sizes (b)  
 41 or dataset (c). The center line and box limits of boxplots represent median, first and third  
 42 quantile. d-e, Tables show the number, median length and genome coverage of TiNRDs and  
 43 LoNRDs of *S. cerevisiae* (d) and *D. melanogaster* genome (e). f, Meta-profiles show nucleotide

frequency around the 5' or 3' cut sites of DNA fragment mapped within LoNRDs and TiNRDs.  
Source data are provided as a Source Data file.

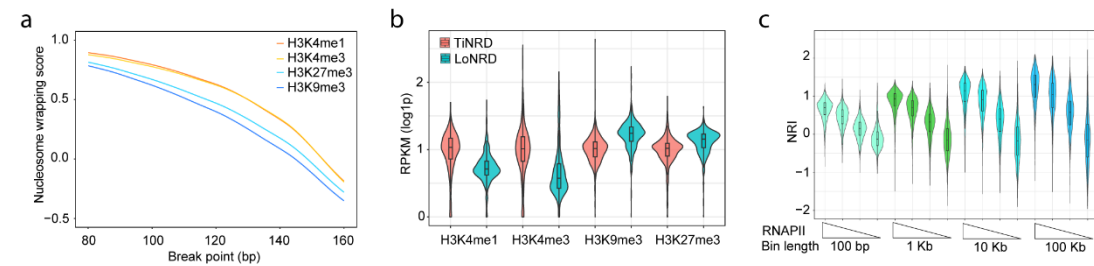

**Figure S3. Nucleosomes wrap tighter in euchromatin than in heterochromatin**

a, Line plot shows the H3 NRS(140)s within H3K4me1, H3K4me3, H3K9me3 and H3K27me3 peak regions, calculated with H3 enriched DNA fragments in the corresponding peak regions, with break points range from 80-160 bp with 1 base pair step. b, Violin plots show the distribution of H3 normalized H3K4me1, H3K4me3, H3K9me3 and H3K27me3 signals in LoNRDs (n = 723) and TiNRDs (n = 725). c, Violin plots show H3 NRIs in gene body regions (n = 43511) grouped descendently by Polr2a signal. H3 NRIs calculated with 100 bp, 1 Kb, 10 Kb and 100 Kb bin resolution. The center line and box limits of boxplots represent median, first and third quantile. Source data are provided as a Source Data file.

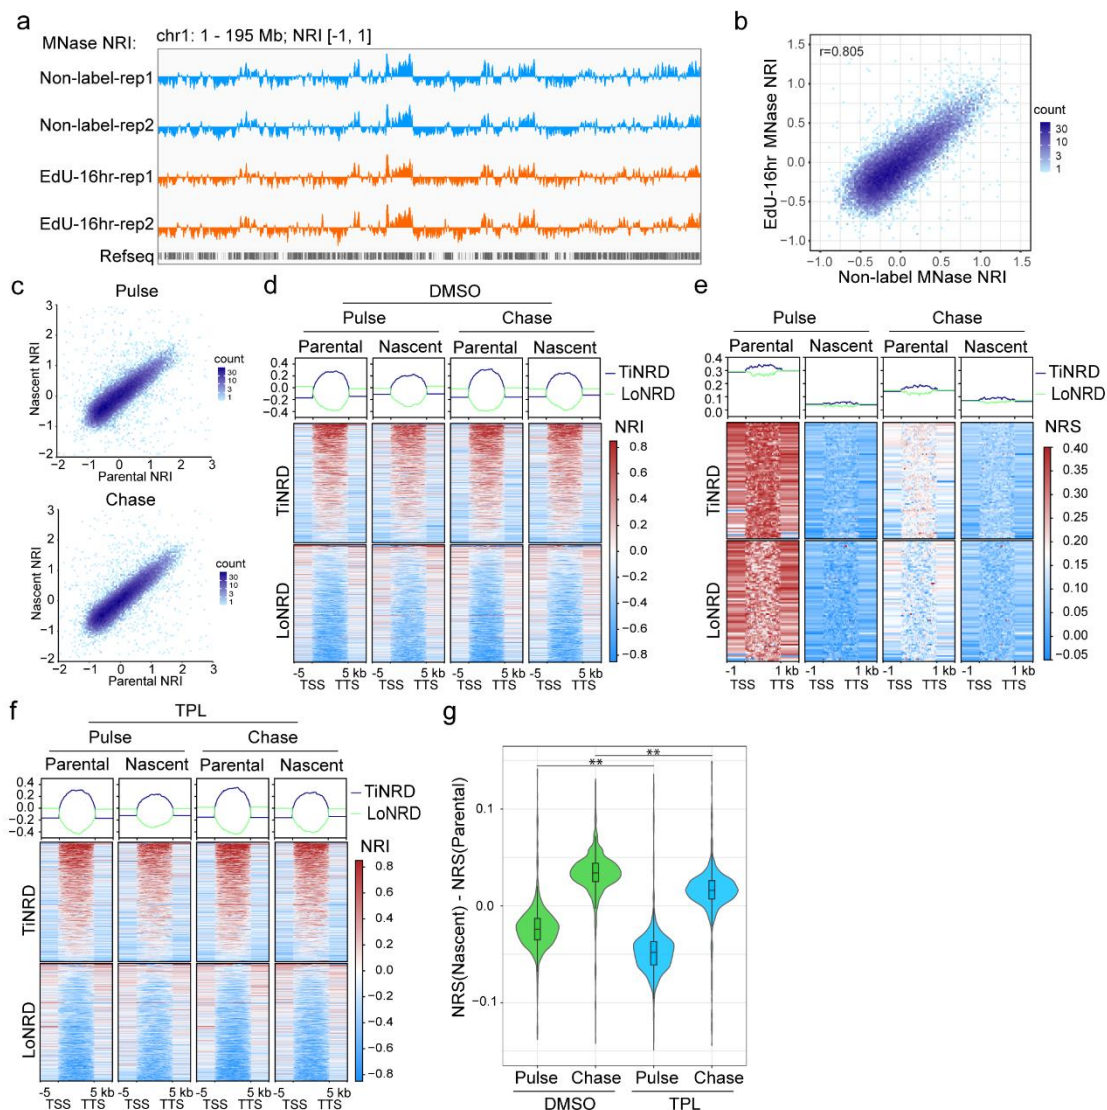

**Figure S4. Transcription promotes nascent nucleosome wrapping**

a, IGV tracks show the pattern of MNase NRI of non-label cells and EdU-labeled cells. EdU was labeled for 16 hours. Two replicates were shown for each culture condition. The signal ranges are indicated at the top of figure. b, Dot plot shows the correlation between MNase NRI of non-label cells and EdU-labeled cells, counted with 100 Kb bins ( $n = 27268$ ). c, Dot plots show the genome-wide correlation between MNase NRI(140) of parental and nascent samples, under "Pulse" and "Chase" conditions, counted within NRDs ( $n = 1448$ ). MNase NRI(140) was calculated using xMNase-seq dataset with 100 kb bins and break point at 140 bp. d, Heatmaps show MNase NRI(140) of parental and nascent nucleosomes from "Pulse" and "Chase" conditions, within LoNRDs ( $n = 723$ ) and TiNRDs ( $n = 725$ ). e, Heatmaps show MNase NRS(140) of parental and nascent nucleosomes from pulse and chase conditions, re-analyzed of MINCE-seq dataset<sup>16</sup>. f, Heatmaps show NRI of parental and nascent nucleosomes after TPL treatment, within LoNRDs ( $n = 723$ ) and TiNRDs ( $n = 725$ ). g, Violin plots show the dynamics of nucleosome wrapping after DNA replication, with or without TPL treatment. The difference of NRS was calculated by subtracting the MNase NRS(140) of parental nucleosome from the MNase NRS(140) of nascent nucleosome in each NRD ( $n = 1448$ ). The center line and box limits of boxplots represent median, first and third quantile. Two tail Student's t-test

76 was used, \*\* indicates  $P < 0.01$ . Source data are provided as a Source Data file.  
77

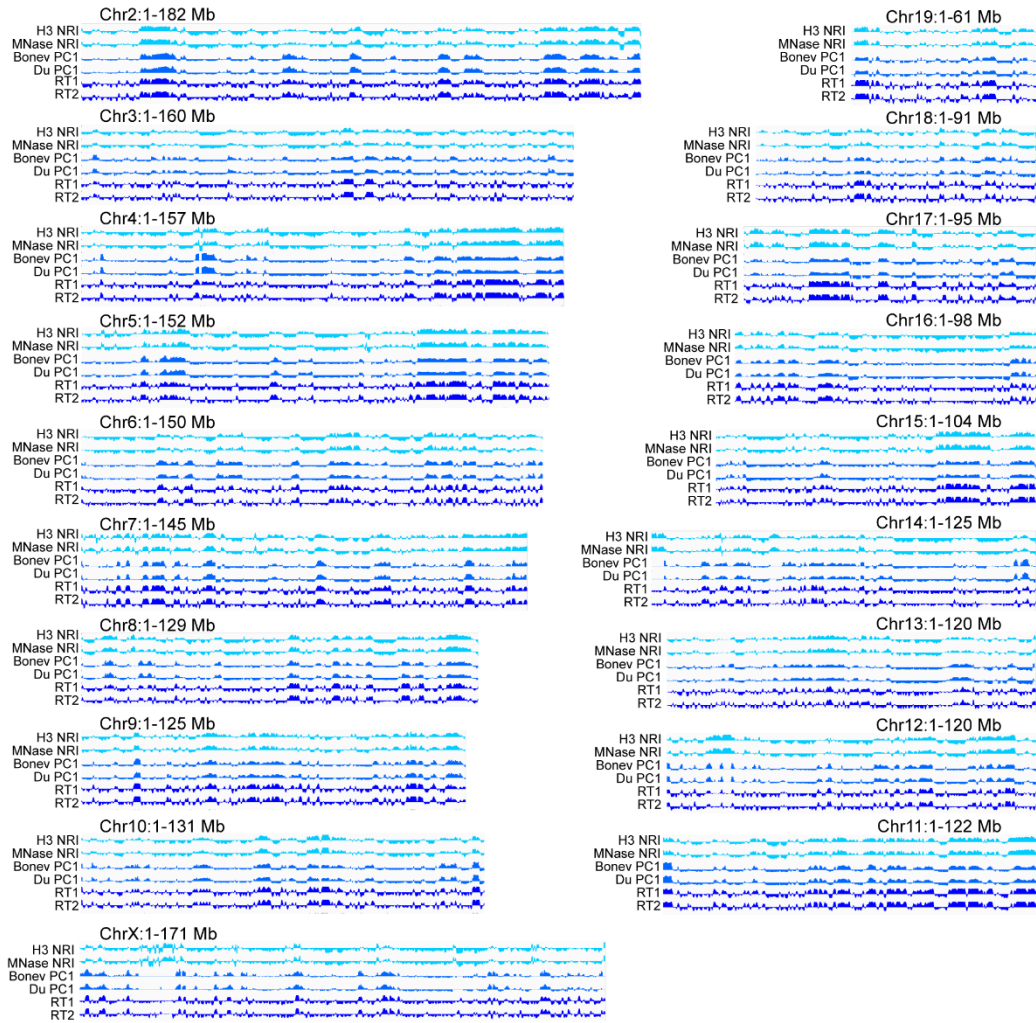

78  
79 **Figure S5. Nucleosome unwrapping states delineate 3-D genome organization**  
80 a, IGV tracks show per chromosome distribution of H3 NRI(140), MNase NRI(140), Hi-C PC1  
81 values and replication timing values, except for chromosome Y. Chromosome 1 is shown in  
82 Fig. 5a.  
83

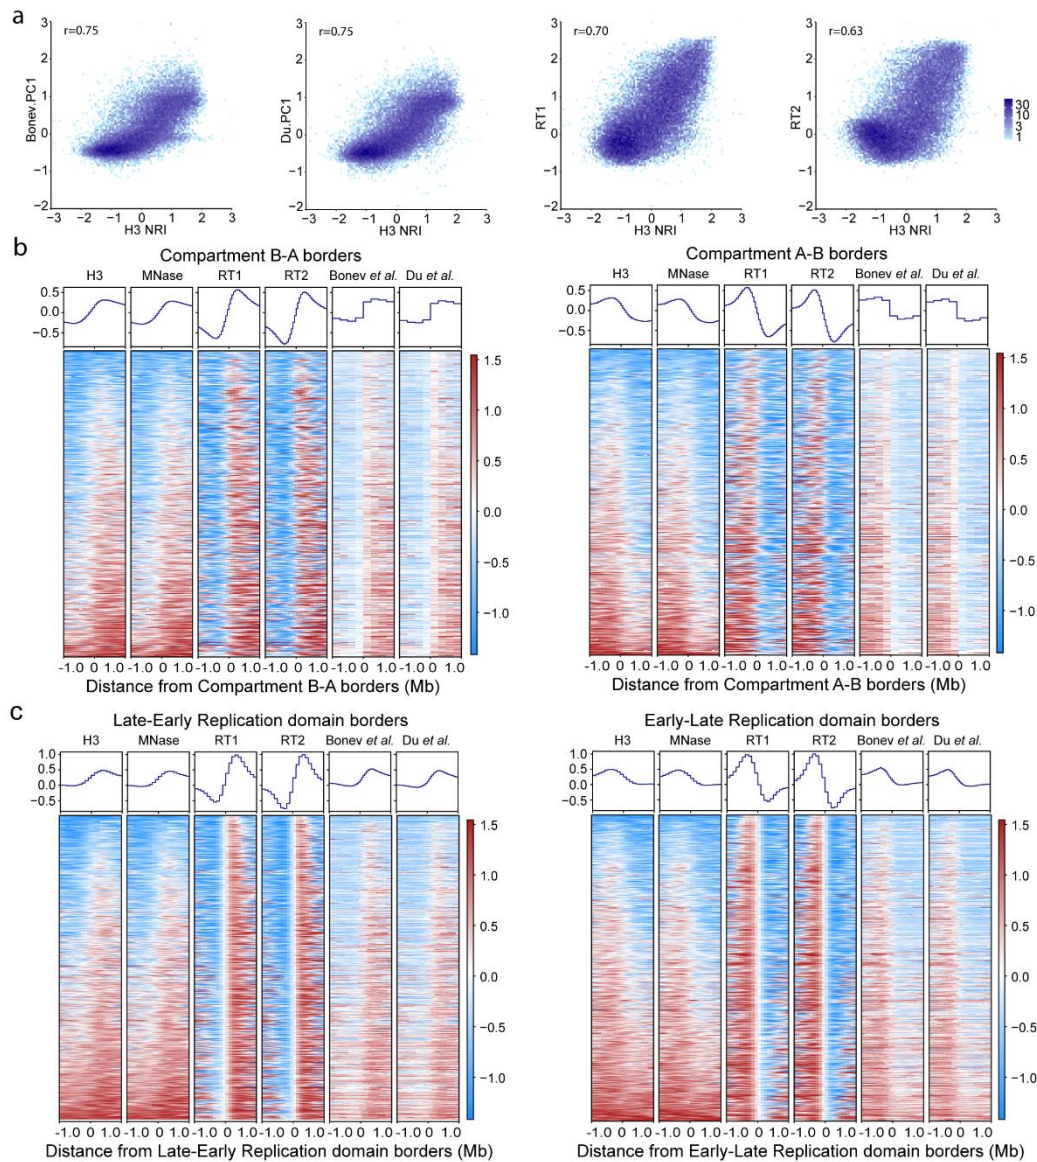

**Figure S6. Nucleosome unwrapping domains delineate Hi-C compartment domains and replication timing domains.**

a, Dot plots show the genome-wide correlations between H3 NRI(140) and Hi-C PC1 values or replication timing values, counted with 100 Kb bins ( $n = 27268$ ). "r" indicates the Pearson correlation coefficient. b-c, Heatmaps show the distribution of H3 NRI(140), MNase NRI(140), Hi-C PC1 values and replication timing values on the 2 Mb regions around B-A compartment domain borders ( $n = 637$ ) (left panel) or A-B compartment domain borders ( $n = 637$ ) (right panel) (b), or on the 2 Mb regions around late-early RT domain borders ( $n = 841$ ) (left panel) or early-late RT domain borders ( $n = 841$ ) (right panel) (c). Source data are provided as a Source Data file.

96    **Source Data files**

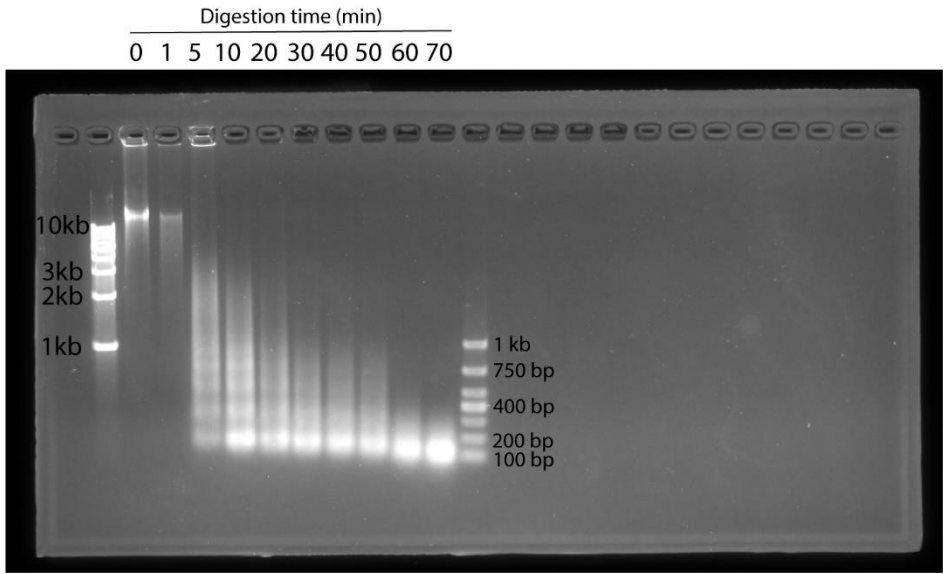

97

98    **Source Data file 1: uncropped gel of supplementary figure 1h.**

# Supplementary material for: Nucleosome wrapping states encode principles of 3D genome organization
**Source:** Nat Commun. 2025 Jan 3;16:352. doi: 10.1038/s41467-024-54735-8
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Wrapping-seq data and E/L replication sequencing (Repli-seq) data were collected by DNBSEQ-T7 platforms.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data analysis   | 1. Wrapping-seq data and E/L replication sequencing (Repli-seq) data were analysed by Cutadapt (version 4.3), Bowtie2 (version 2.5.1), picard MarkDuplicates (version v2.27.5), samtools (version 1.17), bedtools (version 2.30.0), Homer2, Deeptools (version 3.5.1), R (version 4.0.2) and IGV(Integrative Genomics Viewer) (version 2.8.9).<br>2. The Jupyter notebook used to calculate nucleosome wrapping score and nucleosome wrapping index can be found at <a href="https://github.com/WenZengqi/nucleosome-wrapping-index">https://github.com/WenZengqi/nucleosome-wrapping-index</a> and archived in Zenodo ( <a href="https://doi.org/10.5281/zenodo.14000607">https://doi.org/10.5281/zenodo.14000607</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

High throughput sequencing data generated in this study were deposited to Gene Expression Omnibus (GEO) under accession GSE243091. Drosophila MINCE-seq fastq data was downloaded according to GEO record GSE76120, and mapped to drosophila genome version dm6-r6.16 (<https://flybase.org>). Samples GSM1974516 and GSM1974518 were merged as nascent input, and used for NRI visualization and NRD detection with 100 kb bin resolution as shown in Fig. 2d. Samples GSM1974517 and GSM1974519 were merged as nascent pulldown. Samples GSM1974528 and GSM1974530 were merged as chase input. Samples GSM1974529 and GSM1974531 were merged as chase pulldown. NRS was calculated for nascent input, nascent pulldown, chase input and chase pulldown samples as shown in Fig. S4e. S. cerevisiae MNase-seq fastq data was downloaded according to GEO record GSE30551, and mapped to yeast genome GCF\_000146045.2 (<https://www.ncbi.nlm.nih.gov>). Sample SRR3193265 were used for NRI visualization and NRD detection with 1 kb bin resolution as shown in Fig. 2c. H3K4me1, H3K4me3, H3K9ac, H3K9me3, H3K27ac, H3K27me3 and Polr2a ChIP-seq bam files and peak files, ChIP input bam files and total RNA-seq bam files of mouse ES cell line Bruce4 were downloaded under accession ENCSR343RKY from <https://www.encodeproject.org>. DNase-seq bigwig signal file and peak file of mouse ES cell line E14 were downloaded under accession ENCSR000CMW from <https://www.encodeproject.org>, respectively. ChIP input bam files of mouse ES cell line E14 were downloaded under accession ENCFF224HWC and ENCFF740TUE. Hi-C compartments PC1 values of mouse ES cell was downloaded under accession 4DNESUCLJAZ842 and 4DNESMXBLGKA24 from <https://data.4dnucleome.org>.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H3 antibody, Abcam, ab1791<br>H4 antibody, Cell Signaling Technology, 14149S                                       |
| Validation      | H3 antibody, validated by manufacture and publications.<br>H4 antibody, validated by manufacture and publications. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                       |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Mouse ES cell line (R1) was a gift from Dr. Guohong Li, Institute of Biophysics, CAS. |
| Authentication                                                       | Authentication was based on communication with the providers.                         |
| Mycoplasma contamination                                             | The cell line used was tested negative for mycoplasma.                                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Not applicable.                                                                       |

## Plants

|                       |               |
|-----------------------|---------------|
| Seed stocks           | Not involved. |
| Novel plant genotypes | Not involved. |
| Authentication        | Not involved. |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                  |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | To review GEO accession GSE243091:<br>Go to <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243091">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243091</a><br>Enter token yfyvkqoafbabtex into the box. |
| Files in database submission                                       | H3.wrap-seq.rep1-1.R1.fastq.gz<br>H3.wrap-seq.rep1-1.R2.fastq.gz<br>H3.wrap-seq.rep1-2.R1.fastq.gz<br>H3.wrap-seq.rep1-2.R2.fastq.gz<br>H3.wrap-seq.rep2-1.R1.fastq.gz                                                           |

H3.wrap-seq.rep2-1.R2.fastq.gz  
 H3.wrap-seq.rep2-2.R1.fastq.gz  
 H3.wrap-seq.rep2-2.R2.fastq.gz  
 H4.wrap-seq.rep1.R1.fastq.gz  
 H4.wrap-seq.rep1.R2.fastq.gz  
 H4.wrap-seq.rep2.R1.fastq.gz  
 H4.wrap-seq.rep2.R2.fastq.gz  
 MNase-input.wrap-seq.rep1.R1.fastq.gz  
 MNase-input.wrap-seq.rep1.R2.fastq.gz  
 MNase-input.wrap-seq.rep2.R1.fastq.gz  
 MNase-input.wrap-seq.rep2.R2.fastq.gz  
 MNase.10min.R1.fastq.gz  
 MNase.10min.R2.fastq.gz  
 MNase.20min.R1.fastq.gz  
 MNase.20min.R2.fastq.gz  
 MNase.30min.R1.fastq.gz  
 MNase.30min.R2.fastq.gz  
 MNase.40min.R1.fastq.gz  
 MNase.40min.R2.fastq.gz  
 MNase.50min.R1.fastq.gz  
 MNase.50min.R2.fastq.gz  
 cellcycle.G1.MNase.R1.fastq.gz  
 cellcycle.G1.MNase.R2.fastq.gz  
 cellcycle.G1.sonication.R1.fastq.gz  
 cellcycle.G1.sonication.R2.fastq.gz  
 cellcycle.G2M.MNase.R1.fastq.gz  
 cellcycle.G2M.MNase.R2.fastq.gz  
 cellcycle.G2M.sonication.R1.fastq.gz  
 cellcycle.G2M.sonication.R2.fastq.gz  
 cellcycle.S.MNase.R1.fastq.gz  
 cellcycle.S.MNase.R2.fastq.gz  
 cellcycle.S.sonication.R1.fastq.gz  
 cellcycle.S.sonication.R2.fastq.gz  
 nascent.dmsi.input.rep1.R1.fastq.gz  
 nascent.dmsi.input.rep1.R2.fastq.gz  
 nascent.dmsi.pull.down.rep1.R1.fastq.gz  
 nascent.dmsi.pull.down.rep1.R2.fastq.gz  
 nascent.tpi.input.rep1.R1.fastq.gz  
 nascent.tpi.input.rep1.R2.fastq.gz  
 nascent.tpi.pull.down.rep1.R1.fastq.gz  
 nascent.tpi.pull.down.rep1.R2.fastq.gz  
 chase.60min.dmsi.input.rep1.R1.fastq.gz  
 chase.60min.dmsi.input.rep1.R2.fastq.gz  
 chase.60min.dmsi.pull.down.rep1.R1.fastq.gz  
 chase.60min.dmsi.pull.down.rep1.R2.fastq.gz  
 chase.60min.tpi.input.rep1.R1.fastq.gz  
 chase.60min.tpi.input.rep1.R2.fastq.gz  
 chase.60min.tpi.pull.down.rep1.R1.fastq.gz  
 chase.60min.tpi.pull.down.rep1.R2.fastq.gz  
 mESC.RT-S1.rep1.R1.fastq.gz  
 mESC.RT-S1.rep1.R2.fastq.gz  
 mESC.RT-S1.rep2.R1.fastq.gz  
 mESC.RT-S1.rep2.R2.fastq.gz  
 mESC.RT-S2.rep1.R1.fastq.gz  
 mESC.RT-S2.rep1.R2.fastq.gz  
 mESC.RT-S2.rep2.R1.fastq.gz  
 mESC.RT-S2.rep2.R2.fastq.gz  
 mESC.RT-S3.rep1.R1.fastq.gz  
 mESC.RT-S3.rep1.R2.fastq.gz  
 mESC.RT-S3.rep2.R1.fastq.gz  
 mESC.RT-S3.rep2.R2.fastq.gz  
 mESC.RT-S4.rep1.R1.fastq.gz  
 mESC.RT-S4.rep1.R2.fastq.gz  
 mESC.RT-S4.rep2.R1.fastq.gz  
 mESC.RT-S4.rep2.R2.fastq.gz  
 WT-H3.mm10.100kb.nri140bp.bdg  
 WT-H3.mm10.100kb.nrs140bp.bdg  
 WT-H3.mm10.100kb.nri140bp.NRDs.bed  
 WT-H4.mm10.100kb.nri140bp.bdg  
 WT-H4.mm10.100kb.nrs140bp.bdg  
 WT-input.mm10.100kb.nri140bp.bdg  
 WT-input.mm10.100kb.nrs140bp.bdg  
 mESC.RT.smoothed.rep1.bdg  
 mESC.RT.smoothed.rep2.bdg

Genome browser session  
(e.g. [UCSC](#))

mESC.RT.domains.bed

Not used.

## Methodology

### Replicates

Two independent experiments were performed for H3-wrapping-seq, H4-wrapping-seq, xMNase-wrapping-seq, pulse-chase wrapping-seq and replication-timing sequencing. No replication was performed for time-course MNase-seq and cell-cycle MNase-seq.

### Sequencing depth

H3.wrap-seq.rep1-1, pair end, read number: 29882953, read length: 150 bp  
H3.wrap-seq.rep1-2, pair end, read number: 117962128, read length: 150 bp  
H3.wrap-seq.rep2-1, pair end, read number: 25507064, read length: 150 bp  
H3.wrap-seq.rep2-2, pair end, read number: 101818518, read length: 150 bp  
H4.wrap-seq.rep1, pair end, read number: 30608338, read length: 150 bp  
H4.wrap-seq.rep2, pair end, read number: 64387323, read length: 150 bp  
MNase.10min, pair end, read number: 58073983, read length: 150 bp  
MNase.20min, pair end, read number: 37064701, read length: 150 bp  
MNase.30min, pair end, read number: 49282615, read length: 150 bp  
MNase.40min, pair end, read number: 64719170, read length: 150 bp  
MNase.50min, pair end, read number: 56897262, read length: 150 bp  
MNase-input.wrap-seq.rep1, pair end, read number: 11432826, read length: 150 bp  
MNase-input.wrap-seq.rep2, pair end, read number: 20002060, read length: 150 bp  
cellcycle.G1.MNase, pair end, read number: 33139402, read length: 150 bp  
cellcycle.G1.sonication, pair end, read number: 38268776, read length: 150 bp  
cellcycle.G2M.MNase, pair end, read number: 30444318, read length: 150 bp  
cellcycle.G2M.sonication, pair end, read number: 38786312, read length: 150 bp  
cellcycle.S.MNase, pair end, read number: 25911962, read length: 150 bp  
cellcycle.S.sonication, pair end, read number: 26404994, read length: 150 bp  
chase.60min.dmsol.input.rep1, pair end, read number: 40273469, read length: 150 bp  
chase.60min.dmsol.pull.down.rep1, pair end, read number: 33591975, read length: 150 bp  
chase.60min.tpl.input.rep1, pair end, read number: 190858056, read length: 150 bp  
chase.60min.tpl.pull.down.rep1, pair end, read number: 47714514, read length: 150 bp  
nascent.dmsol.input.rep1, pair end, read number: 41022293, read length: 150 bp  
nascent.dmsol.pull.down.rep1, pair end, read number: 32035590, read length: 150 bp  
nascent.tpl.input.rep1, pair end, read number: 43715337, read length: 150 bp  
nascent.tpl.pull.down.rep1, pair end, read number: 34643445, read length: 150 bp  
mESC.RT-S1.rep1, pair end, read number: 19155587, read length: 150 bp  
mESC.RT-S1.rep2, pair end, read number: 31656453, read length: 150 bp  
mESC.RT-S2.rep1, pair end, read number: 18079226, read length: 150 bp  
mESC.RT-S2.rep2, pair end, read number: 42551417, read length: 150 bp  
mESC.RT-S3.rep1, pair end, read number: 20544828, read length: 150 bp  
mESC.RT-S3.rep2, pair end, read number: 41344209, read length: 150 bp  
mESC.RT-S4.rep1, pair end, read number: 18087794, read length: 150 bp  
mESC.RT-S4.rep2, pair end, read number: 27990613, read length: 150 bp  
R1-EdU-16hr-xMNase.rep1, pair end, read number: 43748962, read length: 150 bp  
R1-EdU-16hr-xMNase.rep2, pair end, read number: 33796229, read length: 150 bp  
R1-non-lable-xMNase.rep1, pair end, read number: 46648508, read length: 150 bp  
R1-non-lable-xMNase.rep2, pair end, read number: 45540153, read length: 150 bp

### Antibodies

H3 antibody, Abcam, ab1791  
H4 antibody, Cell Signaling Technology, 14149S

### Peak calling parameters

Paired-end reads were trimmed for adaptor sequence using cutadapt v4.3 with parameters: -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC -A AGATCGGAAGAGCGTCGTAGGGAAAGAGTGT -e 0.1 -n 2 -m 35 -q 30 --pairfilter = any, and then mapped to mm10 using Bowtie2 v2.5.1 with parameters: -l 10 -X 1000 -3 5 --local --no-mixed --no-discordant --no-unal. Duplicates were marked using picard MarkDuplicates v2.27.5 (<https://broadinstitute.github.io/picard/>) with default parameters and removed using samtools view v1.17 with parameters: -f 2 -F 1024 -q 10. Unique pair-end reads in bam format was converted to bed format. FindHiCCompartments from homer2 was used to detect tight NRD (TiNRD) based on the 10 bins smoothed 100 kb bin. NRI (140bp) data of H3 with default parameter; and the parameter “-opp” was used to output the loose NRD (LoNRD).

### Data quality

Reads with high quality were retained using Cutadapt. Unique reads were used for peak calling with mapq > 10.

### Software

Cutadapt (version 4.3), Bowtie2 (version 2.5.1), picard MarkDuplicates (version v2.27.5), samtools (version 1.17), bedtools (version 2.30.0), Homer2, Deeptools (version 3.5.1), R (version 4.0.2) and IGV(Integrative Genomics Viewer) (version 2.8.9).

How the deposited data were processed for this re-analysis (not part of the article)

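The data came from R1 mouse ES cells and consisted of 2 domain lists that the authors deposited. For NRDs there were 4 H3-wrapping-seq libraries from 2 independent experiments, with paper's read numbers between 25507064 and 117962128. For RT there were 8 libraries of BrdU-labelled DNA, the S1 to S4 fractions of 2 independent experiments, with paper's read numbers between 18079226 and 42551417. The paper does not say whether the RT domain list came from 1 experiment or from both. The other libraries of the study, with histone H4, MNase input, digestion times, cell cycle phases and pulse-chase labelling, the tracks of wrapping index and replication timing, and the Hi-C data were not analysed here.

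For both lists the authors trimmed adaptors with cutadapt, aligned the reads to mm10 with Bowtie2, marked duplicates with picard and kept properly paired reads above a minimum mapping quality with samtools. For NRDs the authors counted fragments by length in 100 kb bins, took the relative deviation between longer and shorter fragments, transformed it to a z-score over all bins, smoothed it, and called runs of positive and negative index with FindHiCCompartments of homer2. The value of each NRD is a score deposited by the authors, and it was used only to tell TiNRDs (positive) from LoNRDs (negative) and to rank NRDs within the list. For RT domains the authors counted fragments in 50 kb windows, scaled the fractions to a common total, took the log2 ratio of early to late fractions, applied quantile normalization and called domains with the same program. The log2 value deposited by the authors for each RT domain was used only to tell early (positive) from late (negative) domains and to rank domains within the list. The paper's methods do not say how the value of a domain was made from its bins. Smoothing and the minimum length of a domain limit how closely a border can be placed, and the shortest NRD measured 300 kb.

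Neither list names a replicate or holds read numbers, so the depth behind each domain is unknown, no spread between replicates was computed, and the precision was described by the variation between chromosomes. The 2 lists hold 1 value column each, and both columns were used. Sequence was taken from GRCm38, since on 20 of 21 chromosomes the last RT domain ended at the length of the chromosome in this assembly and all domains of the 21 chromosomes lay inside it.

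Calculations were done with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The chromosomes were divided into 10 kb bins, each with the call of the NRD list and of the RT list. Overlaps in base pairs were checked against bedtools 2.31.1, with a difference of 0 Mb. Overlap was tested one-sided with 100000 circular shifts of 1 list within each chromosome, and distances between borders with 10000 shifts. Every start and end of a TiNRD or of an early RT domain was taken as a border, whatever lay outside it. Steps at borders were tested two-sided with 100000 random sign flips over borders, and differences between kinds or groups of NRDs two-sided with 100000 permutations of the labels. Domains and borders are not replicates, so these tests are about the 2 lists. Confidence intervals of 95% came from drawing chromosomes with replacement, with 10000 draws, 2000 for the median distance and 1000 for comparisons of bins with equal A/T content. In each family of tests (4 overlap shares, 4 kinds of border, 2 measures of distance) all p-values were equal to the smallest that the permutations can give, so that a Benjamini-Hochberg adjustment leaves them as they are.

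The statistics were tested on simulated data. Over 1000 pairs of independent lists, 5.8% had p under 0.05 for the overlap and 7.4% for the median distance, where 5% was planned. In this simulation the lists lay on a grid of 100 kb while the shifts did not, and with shifts in steps of 100 kb the share for the median distance was 1% of 1000 pairs. A distance of 150 kb set between the borders of 1000 simulated pairs was recovered as 150 kb.

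A/T content was counted over assembled bases of each domain or 100 kb bin, for bins with at least 50% of assembled bases and a call in both lists. Bins were compared within 20 strata of equal numbers by A/T content. Protein-coding genes were those of the GENCODE annotation of the same assembly. On chromosome Y, bins were split by whether at least 50% of their 50-mers occurred at a single position of the chromosome.

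The alternatives that were tried were autosomes only, domains of at least 500 kb, merging of neighbours of the same kind, other denominators for coverage, bases called in both lists, counts of domains with at least 50% or 80% of their length in the corresponding kind, random order of NRDs in place of shifts, windows of 200 and 1000 kb at borders, borders with the opposite kind within 100 kb, distances of 100 and 500 kb, and sequence outside repeats. The domains named in the text were set by a rule before the values were seen. They were the longest TiNRD and LoNRD, the domains around the region of chromosome 1 drawn in Fig. 2h, the longest stretches of TiNRD inside late and of LoNRD inside early RT domains, and the chromosomes with the highest and lowest correspondence of the lists.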

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

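Alternatives were set before the data were examined, apart from 3 that were chosen after seeing the data (merging of NRDs of the same kind at most 200 kb apart, counting gaps of at most 200 kb as NRDs of the opposite kind, and shifts in steps of 100 kb). For 18 results they gave 86 values, of which 83 counted as unchanged and 3 did not. Not all of the values could differ from the main one. Merging neighbours of the same kind under 100 kb apart altered no NRD, since the smallest such gap was 100 kb. A random order of NRDs and shifts in steps of 100 kb alter only the expected value and p. A tested difference or share counted as unchanged when its direction and its side of p = 0.05 in the permutation test stayed the same, a number of domains when it stayed within 1.5 times the main number, and a median length or coverage when it stayed inside the confidence interval of the main value. With only domains of at least 500 kb, the median length was 1500 kb for TiNRDs and 1500 kb for LoNRDs, which follows from leaving out the shorter domains. With gaps of at most 200 kb between NRDs of the same kind counted as NRDs of the opposite kind, the median length of LoNRDs was 800 kb, which follows from the added short domains. The number of TiNRDs ranged from 510 to 708 and that of LoNRDs from 474 to 704. The difference in median length between the kinds did not pass the threshold in any setting that was tested (p between 0.864 and 1, permutation test).

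Over the main value and the alternatives, the share of early RT domains in TiNRDs ranged from 61.2% to 85.3%, that of late RT domains in LoNRDs from 53.2% to 76.0%, that of TiNRDs in early RT domains from 42.9% to 73.4%, and that of LoNRDs in late RT domains from 60.7% to 86.8%. The lowest value of each came from counting domains with at least 80% of their length in the corresponding kind, a stricter measure than shared length, and each value had p = 1e-05, the smallest its permutation test can give. The step in early share at NRD borders ranged from 16.3 to 33.4 percentage points over both kinds of border, and the step in TiNRD share at RT borders from 12.9 to 26.5, with the lowest values in windows of 200 kb. The median distance between borders ranged from 300 to 350 kb. With shifts in steps of 100 kb, the expected share of NRD borders within 200 kb of an RT border was 13.6% in place of 12.2%, and p stayed at 0.0001, the smallest that this permutation test can give. The difference in A/T content between TiNRDs and LoNRDs, taken between means over domains, ranged from −4.15 to −3.65 percentage points.

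No paired analysis was possible because the 2 domain lists that were analysed carry no values per replicate. The timing tracks per replicate that the paper lists were not used here. The replicate block, the comparison with a second list of RT domains from another replicate and the comparisons without 1 replicate each were not run. The lists hold no read numbers, so whether a deeper or shallower library would move a border could not be examined.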

Differences from the paper's values

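No main value differed from the paper's by more than 1.5 times. The list held 1243 NRDs, where the paper's number is 1448, with 632 TiNRDs and 611 LoNRDs, where the paper's numbers are 723 and 725 in the results and 725 and 723 in the legend of Fig. 2. The median length was 1050 kb for TiNRDs and 1100 kb for LoNRDs, and the paper's value is 800 kb for both. Every start and end of a TiNRD was taken as a border, 632 of each direction against the paper's 725, and every start and end of an early RT domain, 832 of each direction against the paper's 841. A LoNRD lay within 100 kb outside 515 of the starts and 523 of the ends of TiNRDs, and a late RT domain within 100 kb outside 634 of the starts and 633 of the ends of early RT domains. None of the alternatives set before the data were examined reached the paper's numbers or medians of NRDs. With gaps of at most 200 kb between NRDs of the same kind counted as NRDs of the opposite kind, an alternative chosen after seeing the values, there were 1412 NRDs, 708 TiNRDs and 704 LoNRDs, with median lengths of 900 and 800 kb, and the last equals the paper's value.

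The paper's text names LoNRDs as the slightly more numerous kind and the one that covers slightly more of the genome. In the list TiNRDs were more numerous and covered 50.8% of the NRD length, and LoNRDs covered 49.2%. The legend of Fig. 2 gives TiNRDs the larger number, and the coverage is about 51% for TiNRDs and about 49% for LoNRDs in Fig. 2b, read by eye. With the length of each chromosome up to the end of its last domain in either list as denominator, TiNRDs covered 49% and LoNRDs 47.4%. The paper's values of 49.2% and 50.8% together make up the whole, so this denominator is an unlike measure. The shares of NRD length in the list equal the paper's 2 percentages with the kinds exchanged.

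The share of early RT domains in TiNRDs was 79.7%, and the paper's value is about 80% in its text. The heatmap shows 2 sets of RT domains. In Fig. 5b, read by eye, it is about 81% and about 80% for the 2 sets. The share of late RT domains in LoNRDs was 75%, with about 72% and about 75% for the 2 sets in Fig. 5b, read by eye. The share of TiNRDs in early RT domains was 70.0%, with about 64% and about 70% in Fig. 5b, read by eye. The share of LoNRDs in late RT domains was 82.2%, with about 86% and about 84% in Fig. 5b, read by eye. With only bases called in both lists, the last share was 86.8%. The paper states that TiNRDs and LoNRDs overlap precisely with early and late RT domains. At least 80% of the length lay in the corresponding RT domains for 42.9% of TiNRDs and 60.7% of LoNRDs.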

Other observations

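The tests on A/T content against replication timing in early and in late RT domains and on RT domains at chromosome starts were chosen only after the result was seen, the tests on chromosomes X and Y were prompted by the values per chromosome, and the limit for the test on repeats in 100 kb bins was set after the share over all bases was known. All tests below ran on the same lists in which the patterns were noticed, so that each explanation is a hypothesis.

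The A/T content of the genome sequence, as a mean over domains of any length, was 56.8% ± 1.94 (SD, n = 632) in TiNRDs and 60.4% ± 1.21 (SD, n = 611) in LoNRDs. The difference of these means was −3.65 percentage points (p = 1e-05, two-sided permutation test, the smallest p that 100000 resamples can give). Over the pooled sequence of each kind, in which long domains weigh more, the A/T content was 55.4% in TiNRDs and 61.3% in LoNRDs. The paper describes the relation between A/T content and wrapping index as mild in 100 bp bins (Fig. 2g). In 25181 bins of 100 kb, a single boundary at the median A/T content of the bins, 58.97%, gave the kind of the NRD in 90.3% of the bins (95% confidence interval 86.7 to 92.5%, 52.4% by circular shifts, p = 1e-05, permutation test). The share was 92.1% on the autosomes, 85.0% on chromosome X and 41.0% on chromosome Y. The RT call gave the kind of the NRD in 79.8% of the same bins, 10.5 percentage points fewer (95% confidence interval 9.19 to 11.8). Interspersed repeats are argued against as the reason, since the difference in A/T content was −4.06 percentage points outside repeats and the kind was given in 90.9% of the bins by the A/T content outside repeats. The RT call is argued against as the whole reason. Where the A/T content and the RT call pointed to different kinds, the NRD followed the A/T content in 75.6% of 5158 bins (95% confidence interval 73.5 to 77.5%). With 2 kinds, this share is fixed by the 2 matches above and the number of such bins, so it adds no evidence to them. Weak RT calls were left out by taking only such bins inside RT domains with an absolute RT value above the median of their kind. In late RT domains the NRD followed the A/T content in 73.1% of 1497 such bins (95% confidence interval 68.9 to 76.5%). In early RT domains it did so in 53.4% of 815 bins (95% confidence interval 42.2 to 64.7%, 46.5% on the autosomes). With the RT call as the whole reason and no wrong calls, the kind of early bins would not depend on their A/T content. Early bins had an A/T content of 60.0% ± 1.67 (SD, n = 1486) in LoNRDs and 54.6% ± 3.08 (SD, n = 9240) in TiNRDs. Of all early autosomal bins 88.6% were TiNRDs, while the 46.5% that followed the A/T content were LoNRDs. These values argue against the early call alone as the whole reason in early RT domains. The means cover all early bins, weak calls included, and timing can differ between bins of the same call. Wrong calls and graded timing are therefore not excluded. Whether the A/T content or the RT call weighs more there cannot be told, because the interval of 42.2 to 64.7% includes 50%. For the relation at 100 kb, the sequence preference of MNase and a dependence of amplification or sequencing on base composition also stay open. So does a wrapping of nucleosomes that depends on the sequence. The list of domains holds no fragments, so none of these was tested.

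Since early RT domains also have a low A/T content, the A/T content may account for part of the overlap of NRDs with RT domains. The early share of TiNRD bins was 60.2 percentage points higher than that of LoNRD bins (95% confidence interval 53.1 to 65.5). Between bins of equal A/T content, in 20 strata, the difference was 19.4 percentage points (95% confidence interval 8.00 to 34.2), and 32.1 on the autosomes. The A/T content of the single bin is thus argued against as the whole reason for the overlap. Differences in A/T content within a stratum were not removed, and the neighbouring bins were not matched. NRDs were called from a smoothed index, so the A/T content of the surrounding region is not excluded as the reason.

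The correspondence of NRDs with RT domains varied with properties of the NRDs. NRDs shorter than the median of 1100 kb had 61.9% of their called length in the corresponding RT domains (n = 610), and NRDs of at least that length had 78.8% (n = 625), a difference of 16.9 percentage points (p = 1e-05, two-sided permutation test, the smallest p possible). For the lowest and the highest quartile of the absolute wrapping index the shares were 59.5% (n = 306) and 78.6% (n = 309), a difference of 19.1 percentage points (p = 1e-05, permutation test). Both are consistent with less certain calls in short and weak domains. Length and index were not separated from each other, and no biological explanation was tested. A displacement of borders by the size of the bins, 100 kb for NRDs and 50 kb for RT domains, is argued against as the reason for most of the differing calls, since 35.2% of the bases with differing calls lay within 200 kb of an NRD border, which was 18.1% of all called bases. Another 19.7% lay 200 to 500 kb from a border, and a larger displacement of the borders was not tested and stays open. Differing calls made up 38.9% of the bases within 200 kb, 21.3% at 200 to 500 kb, 14.6% at 500 kb to 1 Mb and 14.1% beyond.

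On chromosome X the calls of the lists corresponded at 72.1% of the bases, below the range of the autosomes from 75.3% to 86.2%. Only 28.7% of the length of early RT domains lay in TiNRDs there. The A/T content of single bins of chromosome X is argued against as the whole reason. That of the neighbouring bins was not compared. Early bins of chromosome X were TiNRDs in 33.4% (n = 413 bins), early autosomal bins in 88.6%, and early autosomal bins of the same A/T content in 58.8% (95% confidence interval 56.4 to 61.3%). Weak early calls are argued against as well, since 20 early RT domains of chromosome X with an RT value above the median of the autosomal early domains had 40.6% of their 27.2 Mb in TiNRDs, while on the autosomes such domains had 87.0% to 96.2%. The number of X chromosomes in the cells and a different relation of wrapping and timing on chromosome X stay open as hypotheses and were not tested.

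On chromosome Y the calls of the lists corresponded at 35.0% of the bases, and 99.6% of the circular shifts gave a correspondence at least as high. Chromosome Y is left out of the tracks in Supplementary Fig. S5. A candidate explanation is repeated sequence, in which fewer fragments could be placed. Fragments were not counted. In 305 bins of 10 kb in which most 50-mers occur at a single position of the chromosome, the correspondence was 66.2%, and in the other bins it was 32.8%. The value in the 305 bins is lower than on any autosome (75.3% on the lowest). By the rule written before the test, this would have counted against repeated sequence as the whole reason. The spread of so small a region was examined only after the value was seen, and 16.7% of autosomal windows of the same size were as low. The bins hold 3.05 Mb and 13 NRDs. Repeated sequence and other reasons for the low correspondence cannot be told apart on chromosome Y, because the region with unique sequence is too small.

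Of the 170 pairs of neighbouring NRDs of the same kind, 169 were separated by a gap of at most 200 kb, while the shortest NRD measured 300 kb. The gaps may be short runs of the opposite kind that the call left out. The RT call inside the gaps matched the kind of the NRDs around them in 56.6%, and in 61.8% in the 200 kb on either side, a difference of −5.19 percentage points (95% confidence interval −7.81 to −2.45). The A/T content of the gaps lay on the side of the NRDs around them in 42.6% of the bins, and in 74.0% beside the gaps. The differences have the direction that such runs would give. The wrapping index in the gaps was not used here, and a loss of bins with few fragments was not tested.

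In the RT list, 20 early domains began at base 1 of their chromosome. They covered 68.6 Mb, of which 88.0% is unassembled sequence, and their median log2 value was 0.28. This is consistent with windows that hold no sequence and received a positive value in the authors' normalization. Unassembled bases made up 5.83% of the length of early and 0.357% of the length of late RT domains. They lower the share of early RT domains in TiNRDs, which was 85.3% when only bases called in both lists were counted.

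Protein-coding genes were counted by the position of their midpoint. There were 15.7 genes per Mb where TiNRDs lay in early RT domains, 5.10 where TiNRDs lay in late RT domains, 8.35 where LoNRDs lay in early RT domains, and 2.93 where LoNRDs lay in late RT domains. No explanation was tested for this order.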
